# Chemotherapy can induce weight normalization of morbidly obese mice despite undiminished ingestion of high fat diet

**DOI:** 10.18632/oncotarget.14576

**Published:** 2017-01-10

**Authors:** Cheryl E. Myers, Dominique B. Hoelzinger, Tiffany N. Truong, Lindsey A. Chew, Arpita Myles, Leena Chaudhuri, Jan B. Egan, Jun Liu, Sandra J. Gendler, Peter A. Cohen

**Keywords:** obesity, chemotherapy, proton leak, preadipocyte, lipogenesis

## Abstract

Morbidly obese patients who accomplish substantial weight loss often display a long-term decline in their resting metabolism, causing even relatively restrained caloric intake to trigger a relapse to the obese state. Paradoxically, we observed that morbidly obese mice receiving chemotherapy for cancer experienced spontaneous weight reduction despite unabated ingestion of their high fat diet (HFD). This response to chemotherapy could also be achieved in morbidly obese mice without cancer. Optimally dosed methotrexate (MTX) or cyclophosphamide (CY) enabled the mice to completely and safely normalize their body weight despite continued consumption of obesogenic quantities of HFD. Weight reduction was not attributable to decreased HFD intake, enhanced energy expenditure or malabsorption. MTX or CY dosing significantly depleted both adipose tissue and preadipocyte progenitors. Remarkably, however, despite continued high fat feeding, a compensatory increase in hepatocyte lipid storage was not observed, but rather the opposite. Gene microarray liver analyses demonstrated that HFD mice receiving MTX or CY experienced significantly inhibited lipogenesis and lipid storage, whereas *Enho* (energy homeostasis) gene expression was significantly upregulated. Further metabolic studies employing a human hepatocellular line revealed that MTX treatment preserved robust oxidative phosphorylation, but also promoted mitochondrial uncoupling with a surge in proton leak. This is the first report that certain optimally dosed chemotherapeutic agents can induce weight loss in morbidly obese mice without reduced dietary intake, apparently by depleting stores of adipocytes and their progenitors, curtailment of lipogenesis, and inconspicuous disposal of incoming dietary lipid via a steady state partial uncoupling of mitochondrial oxidative phosphorylation.

## INTRODUCTION

Obesity affects more than one-third of the adult population in the United States, and is identified as a major global health and economic concern by the World Health Organization [1, 2]. Excessive body fat is considered a negative independent risk factor for a number of life-altering diseases including metabolic syndrome, cardiovascular disease, type-2 diabetes, nonalcoholic fatty liver disease and cancer [3, 4]. An additional dilemma is that when morbidly obese patients achieve impressive weight loss through dietary restraint and intensive exercise, they often display a poorly understood long-term reduction in their resting metabolic rate which causes even relatively moderate caloric intake to provoke recurrent obesity [5].

Apart from these concerns, there is a tendency for obese patients with malignancies to be undertreated with chemotherapy, due to apprehension about their ability to tolerate its comorbidities [6–9]. Recent American Society of Clinical Oncology (ASCO) guidelines suggest that chemotherapy dosing for obese patients should be calculated using actual body weight rather than ideal weight or capped dosing, unless there are other complications [6]. These recommendations are based on meta-analyses of obese cancer patients, identifying studies published in English between 1996 and 2010. Most patients had breast, ovarian, colon or lung cancers treated with standard-of-care chemotherapy. Such analysis revealed no increased chemotherapy-related toxicities compared to non obese patients when dosing was based on actual body weight, and therapeutic outcomes to chemotherapy were comparable in the two cohorts. It was acknowledged, however, that such findings might not extrapolate to clinical trials including novel therapeutics [6]. Additional studies in mice suggest that persistent high fat diet (HFD) and untreated insulin resistance can modestly accelerate tumor progression [10–12], but these studies were performed in the absence of chemotherapy.

Our own effort to observe whether chemotherapy's anti-tumor efficacy varied for normal versus obese mice evidenced no significant differences, consistent with the ASCO analysis. Surprisingly, however, the weekly weighing of mice to adjust their chemotherapy doses revealed that chemotherapy-treated obese mice had an unsuspected and remarkable tendency for weight reduction despite their continued avid ingestion of HFD. This paraphenomenon was also observed in non-tumor-bearing obese mice, with two chemotherapeutic agents, cyclophosphamide and methotrexate, proving to be particularly well tolerated during weeks of treatment, facilitating complete weight normalization despite unabated HFD intake. Explanations such as malabsorption, decreased caloric intake, increased energy expenditure, or ketotic excretion of calories were effectively ruled out as explanations for weight normalization. Instead, a pronounced loss of lipid stores associated with a log-fold cytoreduction of adipocyte progenitors was evident. Remarkably, despite continued high fat feeding, a compensatory increase in hepatocyte lipid storage was not observed during chemotherapy, but rather a stable background increase in uncoupled oxidative phosphorylation which could inconspicuously dissipate calories through a steady-state proton leak.

## RESULTS

### Whereas chemotherapy's antitumor impact is unaffected by diet-induced obesity (DIO), chemotherapy itself can induce a trend towards weight normalization in obese mice

Six-week old C57BL/6 male mice were randomly assigned to either a 60% lard HFD or a 10% low fat diet (LFD), remaining on the same diet at all stages of treatment. Eight weeks later, mice were individually housed to precisely monitor food intake. At 10 weeks on diet, 5×10^5^ MC38 colorectal tumor cells were injected subcutaneously. Two weeks after implantation, MC38 tumors averaged 6mm in diameter, at which time cyclophosphamide 100 mg/kg (CY100) was given to the chemotherapy cohorts for 5 weekly treatments (Figure 1A, arrows). Dosing was recalculated weekly and was based on the concurrent actual body weight.

**Figure 1:**
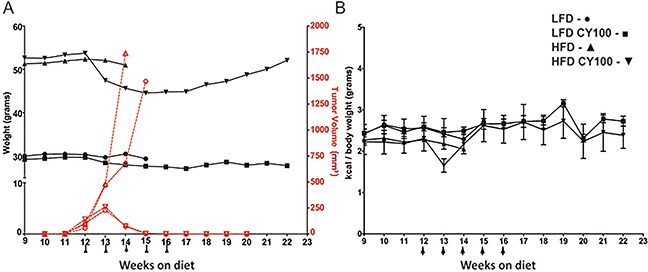
MC38 tumor growth and chemotherapy response in HFD mice vs LFD mice **A**. Growth rates of MC38 colorectal tumors implanted in syngeneic B6 mice after 10 weeks on a continuing LFD or HFD diet were measured weekly, with or without cyclophosphamide 100 mg/kg (CY100) beginning at week 12 (LFD - ○, LFD CY100 - □, HFD - D, HFD CY100 - — tumor volumes reflected on right red axis). Weekly body weights (LFD - ·, LFD CY100 -■, HFD - ▲, HFD CY100 - ▼ reflected on black left axis) were used to adjust CY100 dosing to current actual body weight, with CY100 given i.p. weekly for 5 cycles (each CY dose depicted as an arrow “↑”). Each treatment condition consisted of 3 to 5 mice with 2 biological replicates. For HFD vs LFD mice not receiving CY there were no significant differences in tumor progression requiring euthanasia (median day of euthanasia, HFD day 30.3 ±4.0 vs LFD day 31.4 ± 6.9, *p*=0.3 by *t*-test). Cure rates for LFD vs HFD mice receiving chemotherapy were identical (both 100% cured, Fisher's exac*t*-test *p*=1.0), with superimposable rejection kinetics. However, HFD mice receiving CY displayed progressive loss of weight at weeks 13 through 17, which reversed when CY was discontinued. Error bars are omitted in (A) to make the individual treatment events easier to discern. **B**. Kilocalories consumed per body weight. No significant differences were seen among groups except for HFD vs HFD+CY after the first week of CY (week 13, HFD 2.2 ± 0.01 kcal/gm vs HFD+CY 1.7 ± 0.2 kcal/gm, *p*<0.02 by *t*-test). After 16 weeks only the groups receiving CY survived and continued to be monitored. As in **(A)** each treatment condition consisted of 3 to 5 mice, with 2 biological replicates.

HFD-fed mice were morbidly obese and weighed significantly more than LFD-fed mice prior to chemotherapy (average 52±5.8g, 30±2.1g respectively) (Figure 1A, black lines). Tumor-challenged obese HFD mice not receiving chemotherapy averaged a slightly faster tumor progression than LFD mice but this was not significantly different (Figure 1A). In contrast, CY100 treatment of mice, whether on HFD or LFD, resulted in kinetically indistinguishable complete and durable tumor regressions by the end of three weekly chemotherapy cycles (Figure 1A). Therefore, obesity did not detectably modulate the anti-tumor impacts of CY100.

Nonetheless, during chemotherapy, we observed strikingly different weight trends in the two dietary cohorts. Prior to chemotherapy, HFD-fed obese mice consumed approximately 10% fewer kcal than non-obese LFD-fed mice (normalized to body weight, Figure 1B). HFD-fed obese mice treated with CY100 also displayed a transient drop in food consumption during the first cycle of chemotherapy, but their HFD intake quickly rebounded during continued cycles of CY100 (Figure 1B). Notwithstanding their robust ingestion of the HFD, obese mice receiving CY100 showed a significant loss of total body weight during the remainder of the treatment period (weeks 13-16). Interestingly, after chemotherapy ceased, HFD mice continued to display the same caloric intake per body weight but began gradually to regain body weight, once again trending towards morbid obesity (Figure 1A).

### Weight normalization observed in non-tumor bearing HFD-fed mice treated with chemotherapy does not reflect decreased caloric intake, increased energy expenditure, or malabsorption

We sought to determine whether chemotherapy would have similar metabolic impacts in non tumor-challenged, morbidly obese mice, following the schematic in Figure 2A. C57BL/6 mice were weighed before they were segregated into HFD or LFD cohorts. After eight weeks on the respective diets, mice were individually housed and randomly assigned to chemotherapy treatment groups with graded dosing based on whole body weight. Maximum tolerated dose levels of individual chemotherapy agents were established in the non-tumor-bearing setting (irinotecan, paclitaxel, cyclophosphamide (CY), methotrexate (MTX), 5-fluorouracil and gemcitabine) [13].

**Figure 2:**
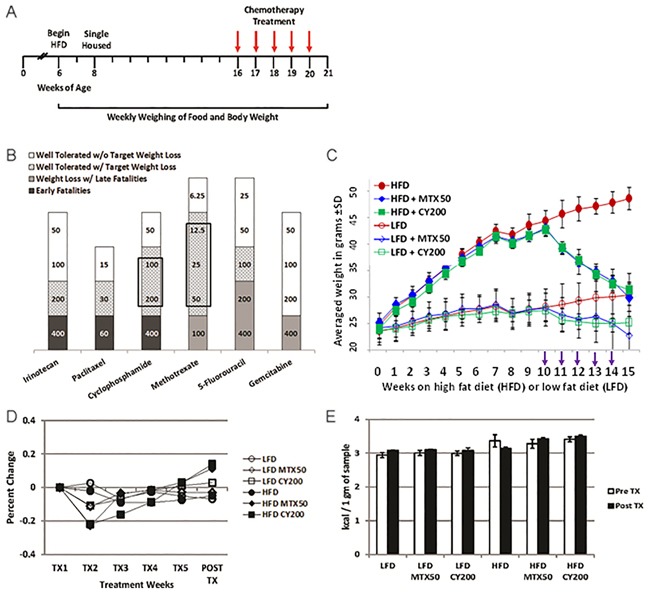
Intermediate chemotherapy dosing fully normalizes body weight of non tumor-bearing obese mice **A**. Schematic for non tumor-challenged LFD and HFD mice treated with chemotherapy in Figure 2B. **B**. Graph summarizes maximum tolerated doses (mg/kg) of various classes of chemotherapy agents for targeted weight loss continued on HFD in the absence of tumor challenges. Shaded areas; black = early fatalities, dark gray = weight loss with late fatalities, gray pattern = well tolerated drug with target weight loss, and white = well tolerated drug without target weight loss. Boxed areas denote chemotherapy agents with the greatest non-toxic therapeutic window of targeted weight loss. Results display 3 mice/treatment condition with 3 biological replicates for CY and MTX. **C**. Weekly total body weight measurements showing HFD and LFD treated mice (no tumor) treated with effective doses of MTX or CY. (NB, the greater weight loss of HFD mice receiving CY in Figure 2C compared to Figure 1A is attributable to the higher dose of CY.) Chemotherapy agents were given weekly i.p. for 5 rounds beginning on week 10 (arrows). There were no significant differences in body weights comparing HFD MTX50 and HFD CY200 to LFD without chemotherapy at week 15 (*p*=0.9 and *p*=0.6, respectively, by *t*-test). Significant differences were found at week 15 comparing HFD to LFD (*p*<0.0002), HFD to HFD MTX50 (*p*<0.0006), HFD to HFD CY200 (*p*<0.00007), LFD to LFD MTX50 (*p*<0.002) and LFD to LFD CY200 (*p*<0.02). Each treatment group consisted of 6 mice, each time point showing mean ± SD, data representative of 5 biological replicates. **D**. Normalization of kcal consumed after transitory underfeeding following first chemotherapy dose. Averaged kcal consumed per body weight normalized to calories consumed at start of weekly chemotherapy treatments. There were no significant differences in percent change in kcal consumed/body weight comparing HFD to LFD by *t*-test. Significant difference was observed during TX2 comparing HFD MTX50 and HFD CY20 to HFD (*p*<0.02 and *p*<0.003, respectively) and a significant increase was seen during Post TX comparing HFD MTX50 and HFD CY20 to HFD (*p*<0.03 and *p*<0.02, respectively). Each treatment group consisted of 6 mice, each time point showing mean ± SD, data representative of 2 biological replicates. **E**. Energy was not lost due to malabsorption during chemotherapy. Indirect bomb calorimetry was performed to measure kcals lost in fecal waste before chemotherapy (open bars) and after chemotherapy was completed (filled bars). No significant differences were observed within HFD groups or LFD groups whether or not they received chemotherapy. Each treatment group consisted of 3 mice, each time point showing mean ± SD, data representative of 2 biological replicates.

Mice treated with individual chemotherapy agents presented three different response patterns (Figure 2B): (1) low-end dosing which resulted in insignificant impacts compared to mice not receiving chemotherapy; (2) high-end “toxic” dosing which resulted in persistently decreased food intake, weight loss and inanition whether HFD or LFD; (3) in the cases of MTX and CY, intermediate dosing which, except during the first week of treatment, caused no significant alteration in either continued HFD or LFD food intake, yet paradoxically did cause normalizing weight loss in the obese HFD cohort. The most favorable intermediate doses of weekly MTX (12.5-50 mg/kg) or CY (100-200 mg/kg) proved reliably well tolerated despite their weight reducing impacts (Figure 2C). Dose-response experiments revealed that complete weight normalization could be achieved in non tumor-challenged HFD mice with five weekly doses of MTX50 or CY200 (Figure 2C). Consistent with this phenomenon's dose dependence, slightly lower doses of CY or MTX (e.g., CY100) produced partial weight normalization during that same time period, whether in tumor-challenged or non tumor-challenged HFD mice (Figure 1A and not shown).

We examined the mechanisms by which optimal weekly dosing of MTX or CY accomplished complete weight normalization of HFD obese mice. Preceding chemotherapy treatment, mice fed on HFD nearly doubled in body weight after 10 weeks compared to only a 17% gain in the LFD cohort (Figure 2C). Mice fed on LFD or HFD not receiving chemotherapy continued to gain weight throughout the study (Figure 2C). To assess the mechanisms contributing to weight loss in HFD-fed, chemotherapy-treated mice we measured caloric intake and energy expenditure. Mice fed on either HFD or LFD showed small variability in calories consumed per body weight throughout chemotherapy treatment (Figure 2D). Interestingly, as already observed for tumor-bearing mice (Figure 1B), mice fed on the LFD had a 16% higher caloric intake corrected for body weight compared to mice fed on HFD. HFD-fed mice treated with MTX50 or CY200 experienced transitory underfeeding following the first chemotherapy dose, but caloric intake quickly rebounded to surpass that being consumed by non-treated HFD-fed mice (Figure 2D).

Mice were housed in metabolic cages (CLAMS) for 72h to test possible differences in energy expenditure. The results showed that HFD-fed mice had significantly higher lean body mass energy expenditure compared to LFD-fed mice (caloric value x VO_2_); however, there was no significant difference in lean body mass energy expenditure between the chemotherapy treated and non-treated groups within either the HFD or LFD-fed groups (Supplementary Table S1) [14]. We also observed a modest decrease in activity events in diet-induced obesity (DIO) and even a greater decrease in activity during chemotherapy treatment (Supplementary Figure S1). Therefore, the weight loss observed in obese mice receiving intermediate doses of MTX or CY could not be attributed to either decreased dietary intake or increased metabolic activity.

To examine whether there was a difference in energy excretion, fecal matters from singly housed mice kept in bedding-free cages were collected every 24h during a 3 day collection period. Collected sample weight from all mice, regardless of diet or chemotherapy treatment, averaged 1.7 ± 0.06 g. Bomb calorimetry revealed that there were no significant differences between pre- and post-chemotherapy regarding calories lost fecally in each group, nor were there significant differences between HFD and LFD respective treatment groups (Figure 2E). Therefore, weight loss was not due to chemotherapy-induced malabsorption or persistent loss of appetite. In addition, there was no evidence for ketotic urinary excretion of calories (data not shown).

### Intermediate doses of MTX or CY modulate fat loss in epididymal white adipose tissue (eWAT)

Metabolically active adipose tissue was examined to quantify dietary- and chemotherapy-related alterations in fat storage. The eWAT from HFD mice was determined to be significantly bulkier than in LFD-fed mice (2.2g and 1.0g, respectively, *p*<0.004). When mice were treated with 5-weekly doses of MTX 12.5-50 mg/kg (MTX12.5-MTX50) or CY 100-200 mg/kg (CY100-CY200), eWAT displayed significant reductions: for example, HFD mice receiving MTX50 lost 44% and CY200 lost 48% of eWAT weight compared to non-treated HFD mice, reducing eWAT to levels indistinguishable from LFD mice not receiving chemotherapy (Figure 3A). Predictably, the loss of eWAT in LFD mice receiving chemotherapy was also significant (Figure 3B).

**Figure 3:**
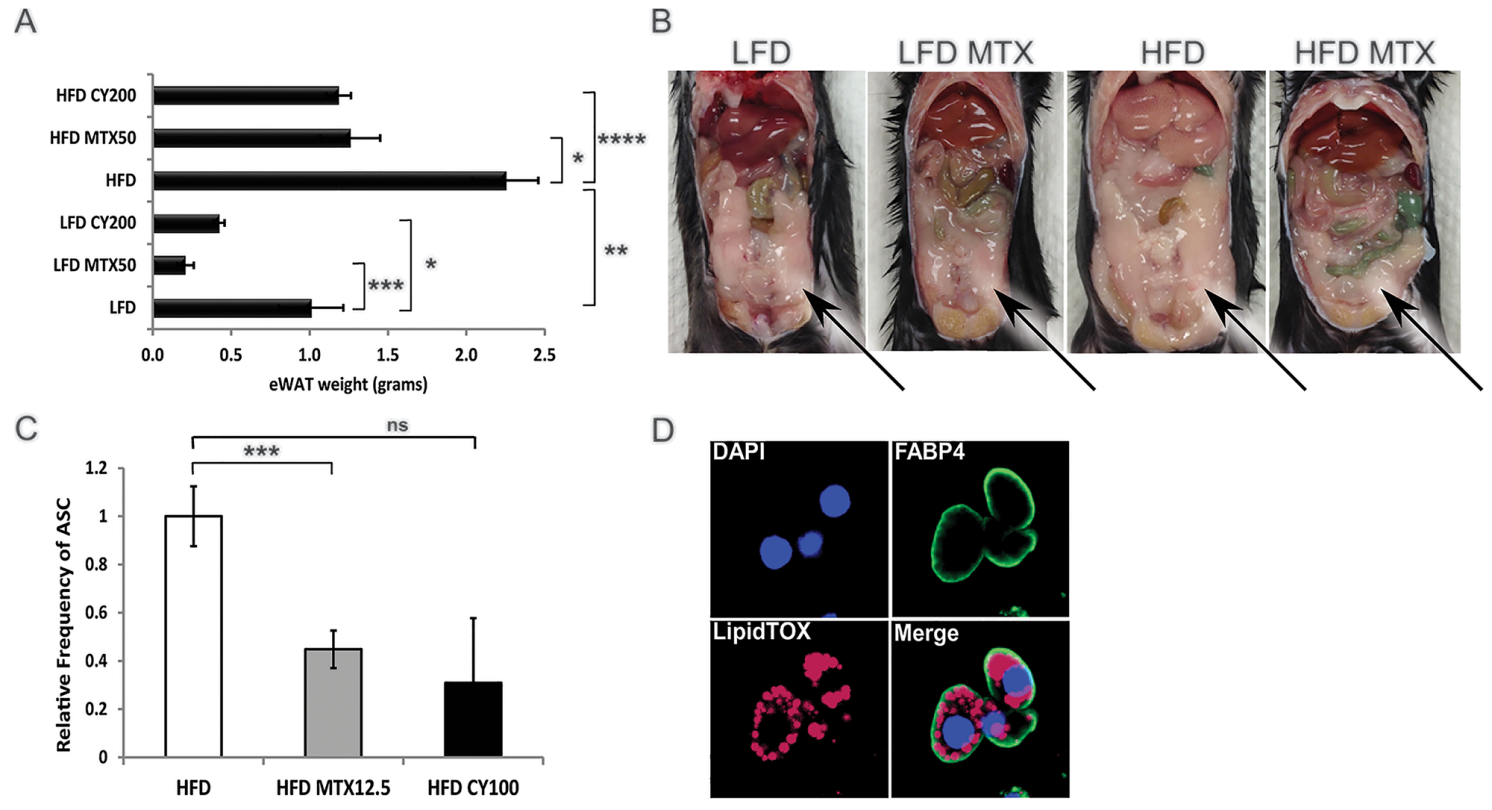
Chemotherapy leads to fat loss in diet induced obese mice **A**. Weight of epididymal white adipose tissue (eWAT) from LFD, HFD, CY200 and MTX50 treated mice 1 week after last chemotherapy treatment. Each treatment group consisted of 6 mice, showing mean ± SD, data representative of 2 biological replicates. Comparisons by Student's *t*-test: ns - not significant, * *p*<0.02, ** *p*<0.004, *** *p*<0.002, **** *p*<0.0007 **B**. Representative illustration of abdominal cavities measured in (A), showing that large visceral fat deposits (arrows) were reduced post chemotherapy in HFD mice. **C**. Relative percent frequency of eWAT-associated adipocyte stem-like cells (ASC) in HFD mice treated with MTX12.5 or CY100. Each treatment group consisted of 3 mice, showing mean ± SD, data representative of 2 biological replicates. Statistics as in (A). **D**. Representative confocal imagery of sorted ASC cultured in adipogenic medium displaying lipid droplets. DAPI (blue)- DNA nuclear stain, FABP4 (green)- lipid transport protein in adipocytes, LipidTOX (red)- neutral lipid stain.

We hypothesized that chemotherapy-induced reductions in eWAT resulted in part from chemotherapy-mediated reductions in adipocyte progenitors [15]. Adipocyte stem-like cells (ASC), conventionally defined as CD31^−^, CD34^+^, CD45^−^ and CD140a^+^ [16], were quantified in resected eWAT from HFD mice, revealing that ASC were significantly reduced (a log-fold in absolute number) by treatment with MTX or CY (Figure 3C, Supplementary Figure S2 and not shown). To verify that these cells were indeed fat-storing precursor cells, they were cultured in adipogenic differentiation medium. Differentiated ASC were then stained with adipocyte fatty acid binding protein 4 (Fabp4), a lipid transport molecule, and neutral lipid LipidTOX and imaged by confocal microscopy to confirm that cells displayed lipid storage potential (Figure 3D). This confirmed that normal ASC are sensitive to chemotherapy agents MTX and CY.

### Intermediate doses of MTX or CY reduce lipid content of fatty liver in non tumor-challenged obese mice

We examined the consequences of MTX or CY to hepatic metabolism at the same time that these agents reduced adipocyte availability for lipid storage. Without chemotherapy, harvested livers from HFD mice were on average 60% heavier than LFD livers (*p*<0.005). Livers from HFD mice treated with MTX50 or CY200 displayed 44% or 31% (*p*<0.02) average decrease in weight compared to HFD non-treated mice (Figure 4A), effectively normalizing liver weights to those of LFD-fed mice regardless of whether LFD mice also received chemotherapy. Inspection of hematoxylin and eosin-stained liver cross-sections from MTX50 and CY200 treated mice on either diet displayed a parallel reduction in lipid accumulation (Figure 4B).

**Figure 4:**
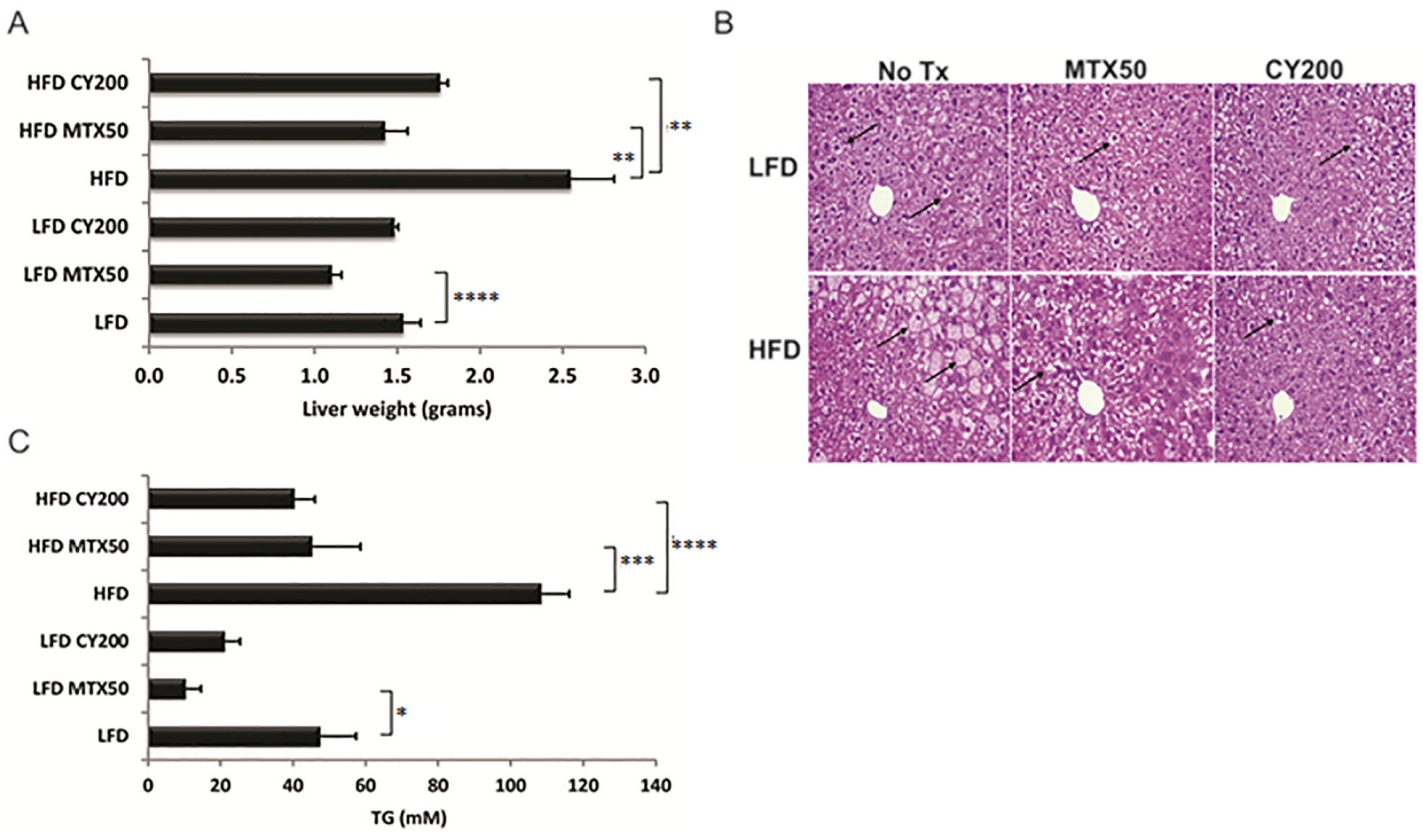
Triglyceride (TG) storage in whole livers is reduced with chemotherapy treatment **A**. Liver weight reduction post chemotherapy treatment. Each treatment group consisted of 6 mice, showing mean ± SD, data representative of 2 biological replicates. As analyzed by *t*-test, * *p*<0.03, ** *p*<0.02, *** *p*<0.008, **** *p*<0.006. **B**. Representative H&E staining of formalin-fixed, paraffin embedded livers displaying reduced lipid content in hepatocytes after chemotherapy treatment (↑ - lipid globules in hepatocytes). **C**. Colorimetric measure of TG levels is significantly lower in flash frozen livers with chemotherapy treatment. Each treatment group consisted of 6 mice, showing mean ± SD, data representative of 2 biological replicates. Significance as in (A).

Intracellular liver triglycerides (TG) were extracted and normalized to liver weight for quantitative comparisons (Figure 4C). Mice fed on HFD without chemotherapy contained significantly elevated levels of TG compared to control LFD mice (108.1 mM and 47.3 mM, respectively). Chemotherapy treated HFD-fed mice stored significantly less TG compared to non-treated HFD-fed mice (MTX50, 44.9 mM and CY200, 40.1 mM, *p*<0.008 and *p*<0.006 respectively). Chemotherapy-induced TG reductions were also seen in the LFD-fed groups (MTX50, 10.3 mM, *p*<0.03 vs CY200, 21.0 mM). These data indicated that optimized doses of MTX or CY facilitated the catabolism and/or clearance of liver TG in HFD-fed mice to the levels observed in LFD-fed mice not receiving chemotherapy.

### Differential gene expression of hepatic lipogenesis relating diet and intermediate doses of MTX or CY in non tumor-challenged mice

To further elucidate mechanisms involved in metabolic changes in fatty liver, expression microarray analysis comparing total liver RNA from 4-5 individual male C57BL/6 mice was studied in LFD, LFD MTX50, HFD and HFD MTX50 conditions using Agilent mouse whole genome microarray 4×44K chip set with ~39485 probes. 

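The arrays are 18 one-colour Agilent hybridizations, 1 per mouse: 4 LFD, 5 LFD MTX50, 4 HFD and 5 HFD MTX50 livers. The mice were males fed a diet with 10 or 60% of its energy as fat from 6 weeks of age, and methotrexate (50 mg/kg, 5 weekly doses) began after 10 weeks of feeding. The sample records describe RNA taken up in Trizol and cleaned on RNeasy columns, then amplified with a linear kit for low RNA input, whereas the methods name RNeasy alone and the Quick Amp kit. The authors read the spots with Agilent Feature Extraction, which subtracted the background and removed trends within each array, and left the arrays unscaled against each other. The values used here are these processed intensities, on a linear scale.

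Each value was put on the log2 scale and reduced by the 75th percentile of its array, the usual shift in GeneSpring, since the paper names no normalization. Spots marked as outliers by the software were left out (124 to 294 per array), repeated spots of a probe were averaged, and 35735 of 39429 probes were kept because they lay well above background on at least 4 arrays. The 75th percentile was 1484 to 1900 intensity units in LFD (median 1709), 1268 to 1684 in LFD MTX50 (median 1529), 1428 to 2180 in HFD (median 1639) and 1203 to 2263 in HFD MTX50 (median 1787). Between 84.2 and 90.8% of probes lay well above background on an array. limma compared the groups in 1 model, with Benjamini-Hochberg adjustment over all kept probes. A single gene is read on its brightest probe and counts as changed at an adjusted p below 0.05, and counts of genes also require a 2-fold change. Its level is given relative to the 75th percentile as mean ± SD, and its change as log2 difference ± SE. Exact permutation p-values stand beside the changes of genes named in the article. With 4 against 5 mice the smallest 2-sided value such a test can reach is 0.0079, and with 4 against 4 it is 0.029, so the number of mice limits the precision of every comparison.

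The 18 arrays lie on 6 slides scanned on 1 day. The 4 LFD arrays fill 1 slide and the LFD MTX50 arrays lie on 2 others, so that the effect of slide and the effect of diet or drug cannot be told apart in any comparison with LFD. HFD MTX50 and HFD share 1 slide, which holds HFD mice 3 and 4 and HFD MTX50 mice 1 and 2. The difference on that shared slide is given beside the difference over all arrays. The main choices that could change the numbers are the scaling of the arrays, the treatment of background, the probe read for a gene, the handling of the slides and the test.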

Microarray data were analyzed using GeneSpring 13.0 as described in experimental procedures. 

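Under the adjusted p and the 2-fold requirement in limma, 699 genes differed between HFD and LFD (576 higher and 124 lower, with 1 gene in both because its probes disagree), 236 between HFD MTX50 and HFD (99 higher, 137 lower) and 1138 between LFD MTX50 and LFD (660 higher, 482 lower, 4 in both). Together these are 1707 genes changed in at least 1 comparison. A comparison of all 4 groups at once, by the limma F statistic with a 2-fold change, gave 1630. Dropping the fold requirement gave 10539 genes; with the slide as a random block there were 512, and with background modelled by normexp 273. Single arrays also carried weight. HFD vs LFD ran from 354 genes without HFD mouse 3 to 987 without HFD mouse 1, and HFD MTX50 vs HFD from 76 without HFD mouse 3 to 373 without HFD MTX50 mouse 1. Within the shared slide, where 2 mice stand against 2, HFD MTX50 vs HFD passed 1 gene with the slide as a fixed block, against 840 at an unadjusted p below 0.05 with a 2-fold change. A model of groups split by slide, with the variance from all arrays and fitted after the data had been seen, passed 460 genes on that slide.

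The balance of higher and lower genes depends on how the arrays are scaled. Higher genes made up 82.3% in HFD vs LFD, 41.9% in HFD MTX50 vs HFD and 57.8% in LFD MTX50 vs LFD. Quantile normalization changed these shares to 54.9, 54.8 and 31.6%, and scaling to the median of the probes well above background on every array to 70.1, 49.6 and 41.6%. The median of all probes, 0.12 in HFD vs LFD and 0.16 in LFD MTX50 vs LFD, moved to 0.02 and 0.03 under quantile normalization. No direction is therefore read from these shares.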

Annotated genes (2135) that were found to be differentially expressed when comparing LFD, HFD and methotrexate 50 mg/kg treatment were selected for GeneSpring gene ontology (GO) analysis. There were 113 transcripts differentially regulated in the metabolic process and 55 genes that made the *p*≤ 0.015 cut-off (Figure 5A). Of those transcripts, 13 lipid metabolism-related genes were significantly altered (*p≤* 0.015) in response to HFD and/or methotrexate treatment (Figure 5B).

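In HFD MTX50 vs HFD, 12 of the 13 genes of Fig. 5C were lower and 1 (Enho) higher, 11 by at least 2-fold, and 8 passed the adjusted p over all genes. In LFD MTX50 vs LFD the same split of 12 lower and 1 higher held, with 12 changed at least 2-fold and 12 past the adjusted p. HFD vs LFD had 10 lower and 3 higher, 9 of them by at least 2-fold, and 2 past the adjusted p. At the unadjusted p of 0.015 the numbers were 11, 12 and 2. Adjusted over the list alone, 13, 13 and 2 genes passed, but the study chose these genes from the same arrays, so this is not independent evidence.

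How many pass depends on the processing more than the direction does. Over the other ways of processing and testing, between 0 and 9 of the 13 passed in HFD MTX50 vs HFD and between 2 and 12 in LFD MTX50 vs LFD, with at least 11 and 12 lower. The 0 arose under normexp, in a fit of those 2 groups alone, with the slide as a fixed block and in the methods' t-test (Student's, which the article names for measurements other than the arrays) with Benjamini-Hochberg adjustment. The 2 arose with the slide as a random block. HFD vs LFD reached 9 in the fit of the 2 groups alone and 0 under normexp and with the slide as a random block. Without HFD mouse 3, 1 of the 13 passed in HFD MTX50 vs HFD, and without LFD mouse 3, 7 passed in LFD MTX50 vs LFD. HFD vs LFD ranged from 1 without HFD mouse 2 to 4 without LFD MTX50 mouse 3. Here and below, leaving out a mouse of a group outside a comparison keeps the estimated difference. It changes only the pooled variance with its degrees of freedom and the adjustment.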

**Figure 5:**
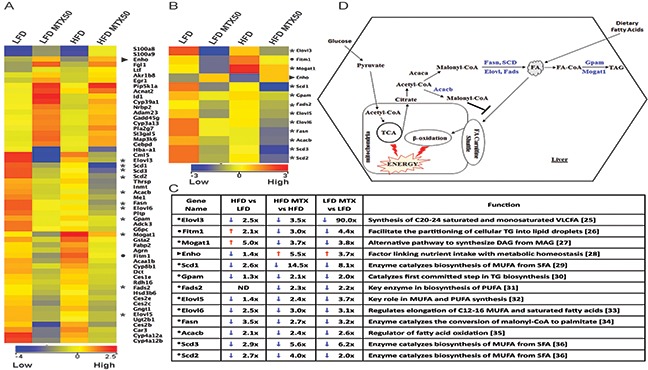
Gene expression analysis of total liver from LFD and HFD diet with and without MTX50 treatment **A**. Heat map of differentially regulated genes (> 2-fold) involved in lipid metabolism. *11 lipogenic genes, ► 1 energy homeostasis gene, • 1 lipid accumulation gene (Blue = lower expression, Red = higher expression). **B**. Lipid metabolism pathway genes > 2-fold change. **C**. Lipid metabolism pathway genes fold-change difference between HFD vs LFD, HFD MTX50 vs HFD and LFD MTX vs LFD [25–36]. **D**. Schematic representation of remodeling of lipid metabolism pathways after MTX50 treatment. Highlighted blue genes are downregulated in HFD and LFD treated with MTX50. MUFA - monounsaturated fatty acids, SFA - saturated fatty acids, TG - triacylglycerol, PUFA - polyunsaturated fatty acids, DAG - diacylglycerol, MAG - monoacylglycerol, VLCFA - very long chain fatty acids, TCA - tricarboxylic acid cycle, ND - no difference.

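Of the Fig. 5C genes that the article does not discuss one by one, Fads2 was unchanged by diet (−0.39 ± 0.16 in LFD, −0.32 ± 0.19 in HFD; log2 difference 0.07 ± 0.26, adjusted p 0.852) and fell to −1.50 ± 0.35 in HFD MTX50 (difference −1.18 ± 0.25, adjusted p 0.013, exact permutation p 0.0079; −1.42 on the shared slide) and −1.55 ± 0.61 in LFD MTX50 (−1.15 ± 0.25, adjusted p 0.0052, exact p 0.024). Without HFD mouse 3 the HFD MTX50 change had an adjusted p of 0.053. Over the other ways of processing the adjusted p for Fads2 ran from 0.0086 to 0.382 in HFD MTX50 vs HFD, where 4 of 16 lost the call (normexp, the 2 groups alone, the adjusted t-test of the methods and the fixed slide), and from 0.0037 to 0.194 in LFD MTX50 vs LFD, where 2 of 15 did (normexp and the random slide block).

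Scd2 averaged 1.97 ± 0.27 in LFD, −0.62 ± 1.32 in LFD MTX50, 0.56 ± 0.59 in HFD and −1.43 ± 1.16 in HFD MTX50. Its differences were −1.40 ± 0.64 for HFD vs LFD (adjusted p 0.104, exact permutation p 0.029), 3.99-fold lower for HFD MTX50 vs HFD (SE 0.61 on the log2 scale, adjusted p 0.044, exact p 0.024; −2.69 on the shared slide) and −2.59 ± 0.61 for LFD MTX50 vs LFD (adjusted p 0.0078, exact p 0.024). The call in HFD MTX50 vs HFD was lost in 8 of 16 other ways of processing. It was also lost without each of 11 arrays in turn, some of them outside the comparison (adjusted p up to 0.150, without HFD mouse 3). The call in LFD MTX50 vs LFD was lost with the slide as a random block (adjusted p 0.088 in a range from 0.0056 to 0.088).

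The brightest Scd3 probe read 1.53 ± 0.15, −1.12 ± 1.64, −0.01 ± 0.69 and −2.50 ± 1.32 in LFD, LFD MTX50, HFD and HFD MTX50, with differences of −1.54 ± 0.76 for HFD vs LFD (adjusted p 0.131, exact permutation p 0.029), −2.49 ± 0.72 for HFD MTX50 vs HFD (adjusted p 0.038, exact p 0.032; −3.72 on the shared slide) and −2.65 ± 0.72 for LFD MTX50 vs LFD (adjusted p 0.015, exact p 0.024). Its second probe, read after the data had been seen, was higher in HFD vs LFD (0.78, adjusted p 0.0052), lower in HFD MTX50 vs HFD (−0.58, adjusted p 0.027) and not past the adjusted p in LFD MTX50 vs LFD (0.25, adjusted p 0.219). Another probe of Scd3 changed in none of the 3 comparisons. Calls on the brightest probe were lost without 6 arrays in HFD MTX50 vs HFD (adjusted p 0.135 without HFD mouse 3). They were also lost in 5 of 16 other ways of processing there and in 4 of 15 for LFD MTX50 vs LFD.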

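Across the 3 comparisons the enzymes of fatty acid synthesis and desaturation spread far more between treated than between untreated mice. The mean of 7 such genes (Fasn, Scd1, Scd2, Scd3, Acacb, Elovl5 and Elovl6, grouped after the data had been seen) ran from 2.87 to 3.36 in LFD and from −0.47 to 2.36 in LFD MTX50, with SDs of 0.20 and 1.3. HFD mice ran from 1.34 to 2.40 and HFD MTX50 mice from −1.48 to 1.35, with SDs of 0.49 and 1.12. The highest LFD MTX50 mouse thus stayed below each LFD mouse, and of the HFD MTX50 mice 1 lay level with the lowest HFD mouse. The HFD MTX50 mice of the shared slide lay lowest (−0.93 and −1.48), against −0.42, 0.45 and 1.35 on the other slide. HFD mice read 2.40 and 1.48 on the shared slide and 1.34 and 2.02 on the other. The fall of this mean is therefore larger on the shared slide than between the unshared slides. Each gene is given separately in what follows.

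**Figure D1:**
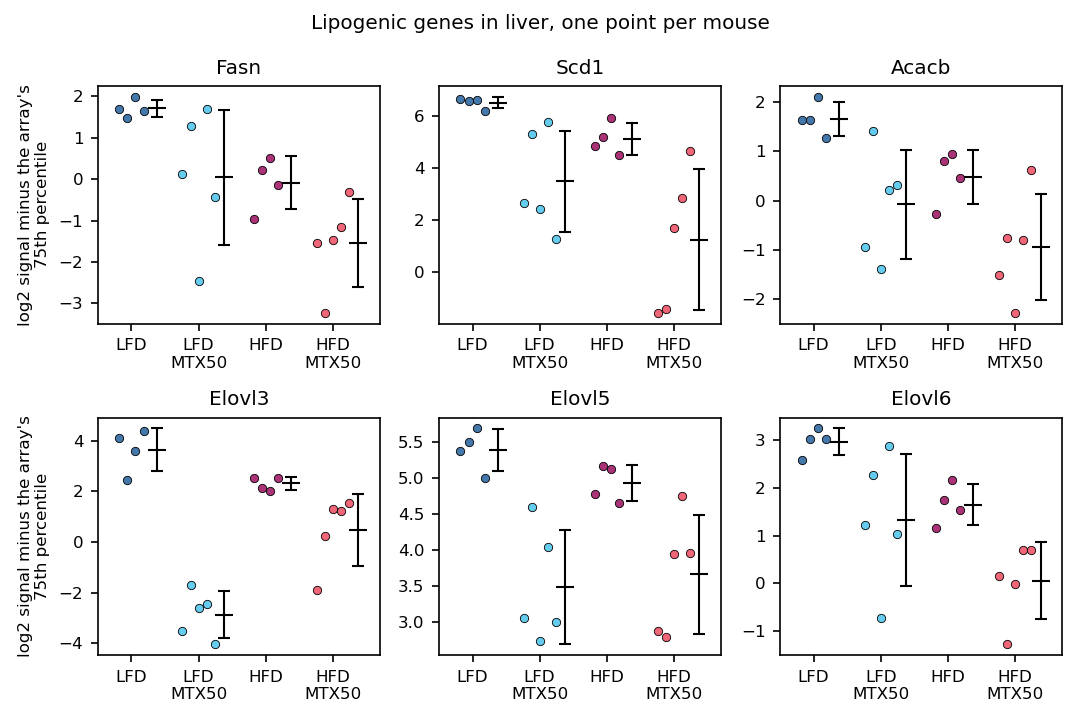
Level of 6 lipogenic genes in each mouse, as log2 signal of the brightest probe minus the 75th percentile of the array. Bars are mean ± SD of 4 or 5 mice.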

Key lipogenic enzymes were significantly downregulated in livers after chemotherapy treatment, consistent with suppression of *de novo* fat synthesis (Figure 5C and 5D). 

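For Fasn the 4 group means were 1.71 ± 0.21 in LFD, 0.04 ± 1.64 in LFD MTX50, −0.09 ± 0.64 in HFD and −1.54 ± 1.07 in HFD MTX50. HFD MTX50 vs HFD was −1.45 ± 0.67 on the log2 scale, 2.74-fold lower (limma adjusted p 0.149, exact permutation p 0.040), and −2.58 on the shared slide. None of the 16 other ways of processing and testing brought this change past the adjusted p, which ran from 0.101 to 0.385. The most different estimates were that of the shared slide and −0.80 under normexp. In LFD MTX50 vs LFD the difference was −1.67 ± 0.67 (adjusted p 0.069, exact p 0.071). It passed without LFD MTX50 mouse 4 (−2.08, adjusted p 0.026) or mouse 2, and shrank to −1.04 without LFD MTX50 mouse 3. HFD vs LFD gave −1.80 ± 0.71 (adjusted p 0.065, exact p 0.029), with no overlap between the mice of the 2 groups. That diet difference passed in 3 of 15 other settings, namely the fit of the 2 groups alone and the methods' t-test with or without adjustment (adjusted p from 0.0060 to 0.291 over all 15), and without LFD MTX50 mouse 3 (0.022), LFD MTX50 mouse 4 or HFD MTX50 mouse 2.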

Fatty acid synthase (*Fasn*), catalyst of the last step in the FA biosynthetic pathway, was 2.7-fold reduced in MTX50-treated obese mice compared to long-term HFD-fed control mice (Figure 5D). Stearoyl-CoA desaturase (*Scd1*), catalyst of the biosynthesis of monounsaturated FA, showed a 2.6-fold decrease in livers of HFD-fed mice compared to LFD-fed mice. Furthermore, *Scd1* was 14.5-fold reduced in HFD MTX50-treated mice compared to HFD-fed control. 

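Scd1 was 6.52 ± 0.22 in LFD and 5.12 ± 0.60 in HFD, a difference of −1.40 ± 1.17 or 2.63-fold (limma adjusted p 0.372, exact permutation p 0.029). The model's error is wide here because it pools the variance of all 4 groups, and the treated groups vary most. A fit of the 2 groups alone and the methods' t-test, with and without adjustment, let the difference pass, and the adjusted p ran from 0.0087 to 0.723 over the 15 other settings. The value itself moved between −1.72 under normexp and −0.84 with the slide as a random block.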

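With treatment Scd1 fell to 1.25 ± 2.71 in HFD MTX50, a log2 difference from HFD of −3.87 ± 1.11 or 14.6-fold (limma adjusted p 0.036, exact permutation p 0.032). On the shared slide the difference was −6.69 (adjusted p 0.060). In 10 of the 16 other settings the call held, over a range of adjusted p from 0.018 to 0.382. Normexp, the fit of the 2 groups alone, both forms of the methods' t-test, the fixed slide and the replicate number as a block lost it. It was also lost without HFD mouse 2, 3 (adjusted p 0.122) or 4 and without HFD MTX50 mouse 1 (−3.16) or 2. LFD MTX50 livers averaged 3.49 ± 1.94, a difference from LFD of −3.03 ± 1.11 (adjusted p 0.049, exact p 0.032), which lost its call in 11 of 15 other settings (0.027 to 0.158) and without each of 12 arrays, with an adjusted p of 0.106 without LFD MTX50 mouse 5.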

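The brighter of the Acacb probes read 0.48 ± 0.55 in HFD and −0.95 ± 1.07 in HFD MTX50. The log2 difference was −1.43 ± 0.54 or 2.69-fold (limma adjusted p 0.088, exact permutation p 0.048), and −1.83 on the shared slide (adjusted p 0.248). None of the 16 other settings let it pass (0.055 to 0.382), and 1 array did: without HFD MTX50 mouse 5 the adjusted p was 0.046. The second probe, read after the data had been seen, gave −1.25 ± 0.39 or 2.38-fold with an adjusted p of 0.048. In the lean mice the brighter probe went from 1.66 ± 0.34 to −0.08 ± 1.11, a difference of −1.74 ± 0.54 (adjusted p 0.026, exact p 0.024). Both forms of the methods' t-test and the slide as a random block lost this call (0.012 to 0.200 over 15 settings), as did leaving out LFD mouse 2 or 3 (0.069) or LFD MTX50 mouse 1 or 3. HFD vs LFD was −1.18 ± 0.57 (adjusted p 0.124, exact p 0.029) and passed in 3 of 15 settings (0.014 to 0.368), again the fit of the 2 groups alone and both forms of the methods' t-test.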

Acetyl-CoA carboxylase β (*Acacb*), which catalyzes the carboxylation of acetyl-CoA to the malonyl-CoA pool, was 2.4-fold reduced in chemotherapy-treated mice compared to controls. Elongation of very long chain fatty acids protein (*Elovl*), a family of microsomal enzymes, displayed differential hepatic expression in three of seven isoforms. 

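Apart from Elovl3, Elovl5 and Elovl6, the array holds probes for the other 4 members of the family. Elovl4 lay above background on 0 of the 18 arrays with either of its probes and was not tested. Elovl1 differed in none of the comparisons (2.38 ± 0.05 in LFD, 2.34 ± 0.10 in LFD MTX50, 2.28 ± 0.20 in HFD, 2.42 ± 0.34 in HFD MTX50; limma adjusted p 0.620, 0.497 and 0.836 for HFD vs LFD, HFD MTX50 vs HFD and LFD MTX50 vs LFD). Elovl7 was near the lower end of the signal (−5.22 ± 0.26, −5.03 ± 0.36, −4.78 ± 0.67 and −4.05 ± 1.75 in the same order) and did not pass in any of them (adjusted p 0.629, 0.434 and 0.828). Its difference in HFD MTX50 vs HFD, 0.73, rested on HFD MTX50 mouse 1 and was −0.03 without that mouse. No other setting changed the call of Elovl1 or Elovl7.

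Elovl2 read 5.09 ± 0.04 in LFD, 4.11 ± 0.61 in LFD MTX50, 4.42 ± 0.25 in HFD and 4.14 ± 0.55 in HFD MTX50. It was lower with treatment in the lean mice (−0.98 ± 0.28, adjusted p 0.020, exact permutation p 0.024) and not past the adjusted p in HFD MTX50 vs HFD (−0.28, adjusted p 0.516; −0.60 on the shared slide). The lean change lost its call in 5 of 15 other settings (0.016 to 0.117) and without LFD MTX50 mouse 3 (0.052). HFD vs LFD for Elovl2 was −0.67 ± 0.30 (adjusted p 0.099, exact p 0.029) and passed in 2 of 15 settings, the fit of the 2 groups alone and the adjusted t-test of the methods (0.0077 to 0.332).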

*Elovl3, Elov5* and *Elov6* were respectively downregulated 3.5-fold, 2.4- fold and 3.0-fold in HFD MTX50-treated mice compared to HFD-fed control mice. 

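Elovl3 went from 2.32 ± 0.27 in HFD to 0.49 ± 1.42 in HFD MTX50, a log2 difference of −1.83 ± 0.61 or 3.55-fold (limma adjusted p 0.060, exact permutation p 0.024), with no overlap between the mice, and −3.11 on the shared slide (adjusted p 0.068). It passed in 3 of 16 other settings (0.035 to 0.382): the filter to probes well above background on all arrays, the unadjusted p of 0.015 and the slide as a random block. Elovl3 also carried the largest treatment effect of the 13 genes of Fig. 5C in lean mice, from 3.64 ± 0.85 to −2.86 ± 0.92, a difference of −6.50 ± 0.61 or 90.4-fold (adjusted p 4.2e-05, exact p 0.0079), which held in 15 of 15 other settings and without any 1 of the 18 arrays. The difference between the treatment effects on the 2 diets was 4.67 (adjusted p 0.0052). HFD vs LFD was −1.33 ± 0.64 (adjusted p 0.125, exact p 0.086); the fit of the 2 groups alone let it pass (0.025 in a range from 0.025 to 0.397), and so did leaving out HFD MTX50 mouse 1 (0.042).

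Elovl5 went from 4.93 ± 0.25 in HFD to 3.67 ± 0.83 in HFD MTX50, −1.27 ± 0.40 or 2.41-fold (adjusted p 0.049, exact permutation p 0.024), and −2.06 on the shared slide (adjusted p 0.060). This call stood close to the limit and was lost in 10 of 16 other settings (0.026 to 0.382). It was also lost without 13 of the 18 arrays, some of them outside the comparison, up to 0.143 without HFD mouse 3. In lean mice Elovl5 went from 5.40 ± 0.29 to 3.49 ± 0.80 (−1.91 ± 0.40, adjusted p 0.0045, exact p 0.016), and the slide as a random block lost the call (0.062, in a range from 0.0031 to 0.062). Between the untreated diets the difference was −0.46 ± 0.42 (adjusted p 0.407).

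Elovl6 went from 1.65 ± 0.43 in HFD to 0.06 ± 0.81 in HFD MTX50, −1.59 ± 0.55 or 3.02-fold (adjusted p 0.066, exact permutation p 0.0079), without overlap, and −2.42 on the shared slide (adjusted p 0.075). Both settings at an unadjusted p of 0.015 let it pass (adjusted p 0.053 to 0.382 over the 16), as did leaving out LFD MTX50 mouse 3 (0.025) or 4. The lean mice went from 2.97 ± 0.28 to 1.34 ± 1.38, −1.63 ± 0.55 (adjusted p 0.035, exact p 0.056), a call lost in 6 of 15 settings (0.029 to 0.201) and without 6 arrays (0.082 without LFD mouse 3; −1.12 without LFD MTX50 mouse 3). HFD vs LFD for Elovl6 was −1.32 ± 0.58 (adjusted p 0.093, exact p 0.029); it passed in 3 of 15 settings (0.0064 to 0.346) and without LFD MTX50 mouse 3 (0.033).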

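The Gpam probe lay low in the signal range, at −1.99 ± 0.57 in LFD, −3.16 ± 0.60 in LFD MTX50, −2.48 ± 0.37 in HFD and −3.42 ± 0.49 in HFD MTX50. HFD vs LFD was −0.49 ± 0.34 or 1.41-fold lower (limma adjusted p 0.279, exact permutation p 0.20), and −0.23 without LFD mouse 3. HFD MTX50 vs HFD was −0.94 ± 0.32 or 1.92-fold lower (adjusted p 0.067, exact p 0.024), without overlap between the mice, and −1.43 on the shared slide (adjusted p 0.075). None of the 15 and 16 other settings brought these 2 differences past the adjusted p (0.199 to 0.886 and 0.053 to 0.697), but without LFD MTX50 mouse 2 the second passed (0.048). Under normexp the signs turned, to 0.12 and 0.34. In lean mice the difference was −1.17 ± 0.32 (adjusted p 0.016, exact p 0.032), lost in 4 of 15 settings (normexp, both forms of the methods' t-test and the random slide block; 0.013 to 0.877) and without LFD mouse 3 (0.059).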

Glycerol-3-phospate acyltransferase 1-mitochondrial (*Gpam*), an enzyme on the outer mitochondrial membrane that promotes triglyceride synthesis, was slightly reduced in HFD-fed mice compared to LFD-fed mice; however, when treated with methotrexate, obese mice displayed a 2.1-fold reduction in gene expression compared to HFD-fed controls. Monoacylglycerol acyltransferase 1 (*Mogat1*), an enzyme converting monoacylglycerol to diacylglycerol, was significantly upregulated (5-fold) in obese mice compared to non-obese controls, but when HFD-fed mice were treated with MTX there was a 3.7-fold decreased expression.

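Mogat1 rose from −2.35 ± 0.74 in LFD to −0.02 ± 0.66 in HFD, a log2 difference of 2.33 ± 0.47 or 5.04-fold (limma adjusted p 0.0047, exact permutation p 0.029), without overlap between the mice. The call held without any 1 of the 18 arrays and in 13 of 15 other settings; normexp (0.189) and the slide as a random block (0.061) lost it, in a range from 0.0033 to 0.189. In HFD MTX50 the level was −1.89 ± 1.01, a difference from HFD of −1.88 ± 0.44 or 3.67-fold (adjusted p 0.019, exact p 0.048), and −1.96 on the shared slide (adjusted p 0.211). It was lost in 6 of 16 settings (0.014 to 0.382) and without HFD mouse 3 or 4 (0.075). LFD MTX50 livers read −4.28 ± 0.24, a difference from LFD of −1.93 ± 0.44 (adjusted p 0.0070, exact p 0.0079), lost under normexp and with the random slide block (0.0037 to 0.836).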

These analyses suggested that MTX affects hepatocytes not only by effectively blocking the generation of lipids, but also by impairing the retention of lipids. 

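From the array results the authors propose that methotrexate, in hepatocytes, both blocks lipid generation and impairs lipid retention. The arrays measure transcripts of whole liver, so they carry no lipid flux and do not separate hepatocytes from other liver cells. A list of 14 genes of steatosis under PPARγ, including genes of lipid droplets and uptake, addresses the storage side. Each of its genes lay well above background on at least 4 arrays, and 2 of them (Mogat1 and Fitm1) are among the 13 of Fig. 5C. In HFD vs LFD its median change was 1.17, with 12 of 14 higher (camera adjusted p 0.0017); 9 genes higher and 1 lower passed the adjusted p over all genes, and 11 passed adjusted over the list alone. In HFD MTX50 vs HFD the median was −0.69, with 12 of 14 lower (camera adjusted p 0.0017); 7 lower and 1 higher passed over all genes and 9 over the list alone. The 2 calls also held under the rotation test fry (adjusted p 0.0011 and 0.0040) and were lost when camera estimated the correlation between genes from the data (0.481 each). Among the members, Cidea rose by 4.17 in HFD vs LFD (adjusted p 0.0029) and changed by −3.36 in HFD MTX50 vs HFD (adjusted p 0.0098, −5.24 on the shared slide), and Cd36 by 1.48 (adjusted p 0.0063) and −0.63 (adjusted p 0.165). LFD MTX50 vs LFD had a list median of −0.17 (camera adjusted p 0.268).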

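Fitm1 had 1 probe, at −0.61 ± 0.31 in LFD, −2.75 ± 0.53 in LFD MTX50, 0.50 ± 0.18 in HFD and −1.11 ± 0.80 in HFD MTX50, with no overlap between the mice in any of the 3 comparisons. Diet alone changed it by 1.11 ± 0.36 on the log2 scale or 2.16-fold (limma adjusted p 0.030, exact permutation p 0.029). HFD MTX50 vs HFD was −1.61 ± 0.34 or 3.05-fold lower (adjusted p 0.012, exact p 0.016), and −2.31 on the shared slide (adjusted p 0.069). LFD MTX50 vs LFD was −2.15 ± 0.34 or 4.43-fold lower (adjusted p 0.0012, exact p 0.0079). Under normexp each of the 3 calls was lost, within ranges of 0.0055 to 0.375, 0.0084 to 0.382 and 7.2e-04 to 0.143. The slide as a random block also lost the diet difference (0.101), and the 2 groups alone, the adjusted t-test of the methods and the fixed slide lost the change in HFD MTX50. Left-out arrays mattered for the diet difference (lost without LFD mouse 2 or 4 and HFD mouse 2, 3 or 4, up to 0.084 without LFD mouse 4) and for HFD MTX50 vs HFD (0.054 without HFD mouse 4), but not for LFD MTX50 vs LFD.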

Fat storage-inducing transmembrane protein 1 (*Fitm1*), a strong promoter of intracellular lipid accumulation [17], was upregulated 2.1-fold in HFD-fed mice compared to LFD, but when treated with MTX50 there was a 3.0-fold and 4.4-fold downregulation in HFD MTX50 and LFD MTX50, respectively. Furthermore, energy homeostasis (*Enho*) gene, known to be down regulated in obesity, hepatosteatosis and insulin resistance [18], was the only gene in the metabolic category showing decreased expression with HFD feeding but an increase in gene expression with methotrexate treatment. 

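Over all genes and at an adjusted p below 0.05 in both comparisons, with no fold requirement, 638 genes were lower in HFD vs LFD and higher in HFD MTX50 vs HFD, and 963 showed the reverse. The metabolic category of the article was not rebuilt here, so how many of the 638 belong to it is not known. Because HFD enters both comparisons with opposite sign, chance errors favour such pairs: the estimates of the 2 comparisons correlated at −0.53 in simulated data without any effect. There the adjusted rule found 0 genes and an unadjusted p below 0.05 in both found 156 on average (173 at most), against 1672 in the real data. Each simulated probe was drawn independently, so errors shared by many probes of an array are absent. Such errors in the HFD arrays could also give opposite pairs, so the simulated numbers are no baseline for them. The 638 fell to 83 without HFD mouse 3 and rose to 942 without HFD mouse 1. They fell to 0 under normexp (limma, 159 at unadjusted p), in limma fits of 2 groups at a time (1555 at unadjusted p) and in the methods' t-test with Benjamini-Hochberg adjustment (1455 at unadjusted p). With the slide as a random block there were 133.

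Enho itself had 2 probes. The brightest read 3.62 ± 0.10 in LFD and 3.61 ± 0.23 in HFD, a log2 difference of −0.01 ± 0.13 (adjusted p 0.960, exact permutation p 1.0), which ran from −0.32 under normexp to 0.18 under quantile normalization. The second read 1.11 ± 0.74 in LFD and 0.56 ± 0.68 in HFD, a difference of −0.55 ± 0.37 (adjusted p 0.27, exact p 0.31). In none of 15 other settings and in none of the 18 fits without 1 array did the brightest probe pass.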

Obese mice treated with MTX experienced a 5.5-fold increase in hepatic *Enho* expression, surpassing levels seen in LFD control mice. 

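On the brightest Enho probe HFD MTX50 livers read 4.21 ± 0.24, above HFD by 0.60 ± 0.12 on the log2 scale or 1.52-fold (limma adjusted p 0.011, exact permutation p 0.024) and by 0.63 on the shared slide (adjusted p 0.165). On the second probe, read after the data had been seen, the level was 3.03 ± 0.59 and the rise 2.47 ± 0.35 or 5.54-fold (adjusted p 0.0042, exact p 0.0079). The mean of both probes gave 1.54. For the brightest probe 6 of 16 other settings lost the call (normexp, the 2 groups alone, both forms of the methods' t-test, the 2-fold requirement with an unadjusted p of 0.015, and the fixed slide; adjusted p 0.0062 to 0.382), and so did leaving out HFD mouse 3 (0.051) or 4. Both probes of Enho read higher in HFD MTX50 than in LFD on average, by the group means given here and at the LFD level above.

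**Figure D2:**
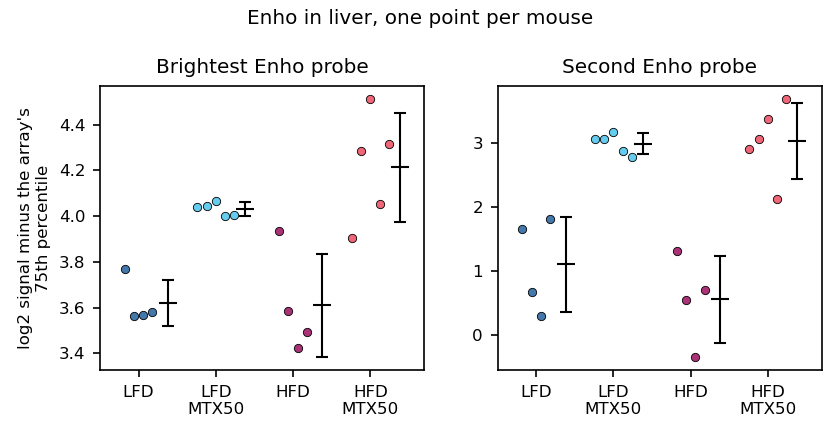
Enho in each mouse on its brightest and second probe, as log2 signal minus the 75th percentile of the array. The axes differ between the panels, and bars are mean ± SD of 4 or 5 mice.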

LFD MTX50 mice also displayed significantly increased *Enho* expression (3.7-fold increase) compared to LFD control.

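LFD MTX50 mice had 4.03 ± 0.03 on the brightest Enho probe, 0.41 ± 0.12 above LFD on the log2 scale or 1.33-fold (limma adjusted p 0.021, exact permutation p 0.0079), without overlap between the mice. The second probe gave 2.99 ± 0.16 and a rise of 1.88 ± 0.35 or 3.69-fold (adjusted p 0.0029, exact p 0.0079), and the mean of the probes 1.15. For the brightest probe the call was lost in 5 of 15 other settings (0.0034 to 0.909): normexp, scaling to the bright probes, the methods' t-test at 0.015, the 2-fold requirement and the slide as a random block (0.144). It was also lost without LFD mouse 2 (0.058) or 3. LFD mouse 1 lay above the other 3 LFD mice on this probe, and without it the rise was 0.46.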

The particular trends observed for *Enho*, *Gpam* and *Mogat1* in the microarray expression analysis were validated by qRT-PCR (Supplementary Figure S3). Similar metabolic modulations were also observed in HFD-fed and LFD-fed mice treated with CY200 instead of MTX50, although at a reduced intensity compared to MTX50 (data not shown).

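Srebf1, the gene of Srebp1, read −0.36 ± 0.33 in LFD, −1.24 ± 1.23 in LFD MTX50, −0.63 ± 0.14 in HFD and −1.82 ± 1.28 in HFD MTX50. HFD MTX50 vs HFD was −1.19 ± 0.60 on the log2 scale (limma adjusted p 0.183, exact permutation p 0.087), −2.50 on the shared slide and −0.70 without HFD MTX50 mouse 2. LFD MTX50 vs LFD was −0.88 ± 0.60 (adjusted p 0.266, exact p 0.24) and −0.48 without LFD MTX50 mouse 3. No other setting and no left-out array let either pass (0.068 to 0.491 and 0.223 to 0.467 over the settings). With an SE of 0.60, a 2-fold change lies within 2 SEs of 0, so smaller changes of Srebf1 could not have been seen here. Diet alone made a difference of −0.27 ± 0.63 (adjusted p 0.763).

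Among the 10 treated mice, Srebf1 followed the mean of the 7 lipogenic genes named above once the mean of each group was removed, a relation looked for after the data had been seen (Pearson r 0.844, permutation p 0.0041; Spearman rho 0.855, permutation p 0.0056; r 0.746 without the 2 farthest mice). Within slides the relation was weaker (9 mice, r 0.76, permutation p 0.035; rho 0.717, permutation p 0.052) and fell to r 0.359 without the 2 farthest mice. After adjustment over the 4 relations tested (Pearson p), the values for Srebf1 were 0.016 and 0.070. The same relation for Mlxipl had r 0.57 (permutation p 0.11) and, within slides, 0.395 (permutation p 0.41).

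Mlxipl averaged 4.37 ± 0.15 in LFD, 4.06 ± 0.26 in LFD MTX50, 3.60 ± 0.17 in HFD and 4.05 ± 0.32 in HFD MTX50 on its brightest probe. HFD MTX50 vs HFD was 0.46 ± 0.16 (adjusted p 0.074, exact p 0.048), 0.30 on the shared slide, and passed without HFD MTX50 mouse 1 (0.020). LFD MTX50 vs LFD was −0.31 ± 0.16 (adjusted p 0.148, exact p 0.063). No other setting let these pass on the brightest probe (0.054 to 0.616 and 0.055 to 0.983). The difference between the 2 treatment effects was 0.77 on the brightest probe (adjusted p 0.023). It did not pass under quantile normalization (0.086), with the slide as a random block (0.103), under normexp (0.586) or without HFD mouse 3 (0.056), and on the second probe it was −0.90 (adjusted p 0.016). The second Mlxipl probe, read after the data had been seen, gave −0.23 (adjusted p 0.343) and 0.66 ± 0.18 (adjusted p 0.015) for the treatments on the high-fat and low-fat diet, with the sign of each turned. HFD vs LFD was −0.77 ± 0.17 on the brightest probe (adjusted p 0.0069, exact p 0.029), lost in 4 of 15 settings (0.0043 to 0.149), and 0.23 on the second (adjusted p 0.358). CY200 arrays are not analysed here.

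**Figure D3:**
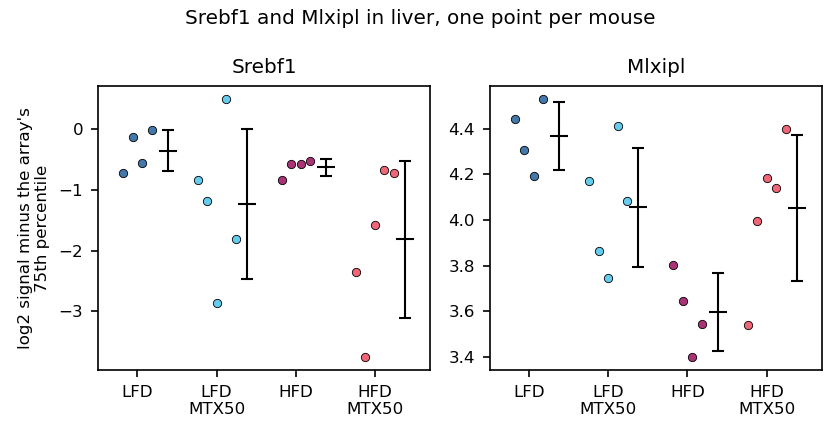
Srebf1 and Mlxipl in each mouse on the brightest probe, as log2 signal minus the 75th percentile of the array. Bars are mean ± SD of 4 or 5 mice.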

With further inspection of the microarray data, it was observed that liver expression of Srebp1 and Mlxipl/ChREBP, key master regulators of lipogenesis, was not significantly affected by prior *in vivo* treatment with MTX50 or CY200, suggesting that these agents’ inhibition of lipogenesis was most likely non-canonical. In addition, hepatic expression of cholesterol metabolism-associated enzymes was not significantly modulated by prior *in vivo* treatment with MTX50 or CY200, effectively decoupling cholesterol metabolism from FA/TG synthesis pathways.

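Cholesterol enzymes were tested as 2 fixed lists, 20 genes of synthesis and 15 of conversion and export. Each gene lay well above background on at least 4 arrays, and none is among the genes of Fig. 5C. The synthesis list had a median log2 change of −0.26 in HFD MTX50 vs HFD, with 14 of 20 lower (camera adjusted p 0.421), and −0.38 on the shared slide (adjusted p 0.052 with the slide fixed). In LFD MTX50 vs LFD the median was 0.13 with 13 higher, while the camera test pointed lower (adjusted p 0.745). Normexp called the first (median −0.21, adjusted p 1.7e-06 in a range up to 0.946) and no other setting or left-out array called either list change. Without single arrays the adjusted p ran from 0.091 to 0.903 and from 0.353 to 0.935.

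No gene of the synthesis list passed the adjusted p in HFD MTX50 vs HFD, over all genes or adjusted over the list alone (0 each). In LFD MTX50 vs LFD 1 passed, both over all genes and adjusted over the list alone (Acat2, −0.87, adjusted p 0.0071). In the conversion and export list the medians were 0.16 (camera adjusted p 0.65; −0.13 on the shared slide) and 0.04 (adjusted p 0.86, with the test pointing lower). Single members did change. Cyp8b1 was lower in HFD MTX50 vs HFD (−1.60, adjusted p 0.0092) and in LFD MTX50 vs LFD (−1.37, adjusted p 0.0068), and Lcat was higher in both (0.50, adjusted p 0.027, and 0.61). Scarb1 rose in HFD MTX50 (0.63, adjusted p 0.043), and Cyp39a1 (2.12, adjusted p 0.0081) and Soat1 (1.40, adjusted p 0.022) rose in LFD MTX50. Adjusted over the list alone, 4 and 5 genes of this list passed. HFD vs LFD had medians of −0.05 for synthesis (camera adjusted p 0.58, 0 genes called) and −0.26 for conversion and export (0.14), the latter called under normexp and in the fit of the 2 groups alone (0.045, in a range from 8.4e-04 to 0.705). The changes of single members named here were not recomputed under the other settings.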

### Methotrexate promotes both ATP production and proton leak in hepatic mitochondria

To further investigate our findings of chemotherapy-induced alterations in hepatic metabolism, oxygen consumption rates (OCR), an indicator of mitochondrial respiration, and extracellular acidification rates (ECAR), a measure of glycolytic energy metabolism, were measured in HepG2 cells treated with or without a nontoxic dose of 10 μM MTX. (CY was not tested *in vitro* as its bioactivity requires the generation of active metabolites.) MTX-exposed HepG2 cells showed a significant (MTX-6hrs *p*<0.03) sustained 2-fold increase in OCR (Figure 6A). Furthermore when ECAR was examined, HepG2 cells showed a steady-state rate of glycolysis which was unaffected by MTX treatment (Figure 6B). The OCR/ECAR ratio was determined to measure the relative contribution of mitochondrial respiration and glycolysis to energy management, and it was significantly increased by MTX (Figure 6C). Coupling efficiency, impacted by the mitochondrial respiration rate that drives ATP synthase and the protons that leak across the mitochondria inner membrane (MIM), remained constant during MTX exposure (Figure 6D), due to a sustained significant increase of both ATP production (Figure 6E) and proton leak across the MIM (Figure 6F) during MTX treatment. Such enhanced uncoupling of oxidative phosphorylation (i.e., proton leak) in the face of maintained robust mitochondrial ATP production provides a plausible mechanism to account for chemotherapy-driven weight normalization despite continued ingestion of excessive dietary lipid.

**Figure 6:**
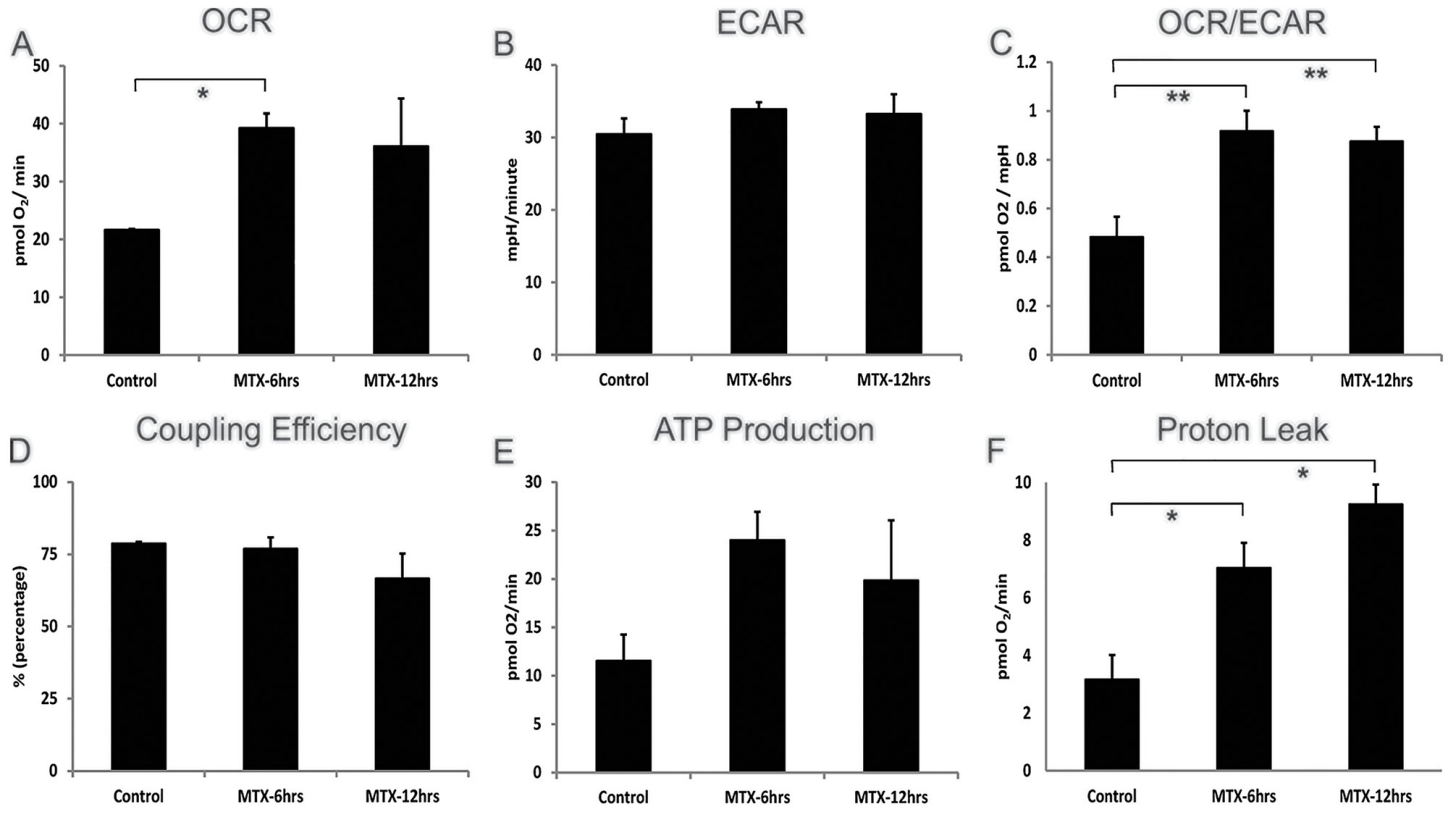
Cellular bioenergetics of human hepatocellular HepG2 cells treated with methotrexate 10 μM Addition of MTX was timed to be 6 or 12hrs prior to the assays performed at the end of a 24hr total culture period. **A**. Steady and increased levels of OXPHOS (basal respiration used to meet a cell's ATP demands) in MTX treated cells, **B**. steady glycolysis (ECAR) rate after MTX treatment, **C**. steady-state OCR/ECAR coefficient ratio continuing during MTX treatment, **D**. consistent coupling efficiency (percentage of basal respiration used to drive ATP synthesis divided by proton leak) in OXPHOS metabolism following MTX treatment, **E**. increased ATP generation (calculated from: OCR basal respiration minus proton leak) in MTX treated cells, **F**. increasing proton leakage (non-ATP linked OCR) across mitochondria inner membrane in MTX treated cells are shown. Each treatment group shows mean of 6 wells ± SD, data representative of 2 biological replicates. *p<0.03, **p<0.05, OCR - oxygen consumption rate, ECAR - extracellular acidification rate, OXPHOS - oxidation phosphorylation, ATP - adenosine triphosphate.

## DISCUSSION

We observed that the growth rate of colon cancer MC38 in male C57BL/6 mice was not significantly impacted by HFD-induced morbid obesity, nor was the tumor's response to chemotherapy, consistent with ASCO guidelines. However, we also observed that chemotherapy agents, especially optimized dosing of MTX or CY, led to a reduction of adiposity and accompanying weight loss in HFD-fed tumor-bearing mice. Moreover, even non-tumor-bearing obese mice with sustained HFD intake normalized their body weight to that of LFD-fed mice during MTX or CY treatments. Finally, cessation of chemotherapy was temporally linked to recommencement of weight gain and recurrent obesity.

Weight loss is a familiar event in cancer patients. Cachexia, a wasting syndrome in which loss of both appetite and body weight occurs involuntarily, can be cancer-induced in the absence of treatment [19], but further aggravated or mimicked by chemotherapeutic agents such as doxorubicin or cisplatin [20–22]. Chemotherapy varies tremendously in its direct metabolic impacts depending upon the agent(s) administered, agent dosing and dosing interval [20–22]. However, apart from chemotherapy's direct effects upon energy metabolism, it is unsurprising that chemotherapy can have antiproliferative impacts upon adipocyte progenitors (ASC) similar to its impact upon bone marrow myeloid progenitors, although this has mostly been modeled with the 3T3-L1 cell line rather than studied in normal ASC [15, 21, 22].

The present report is the first to distinguish a form of chemotherapy-induced weight loss which targets morbidly obese mice, does not require the presence of tumor, and is not associated with such cachexia events as decreased appetite, inanition or foreshortened survival. This form of weight reduction could be rendered entirely normalizing for morbidly obese mice over a well-tolerated five week treatment period, during which time no change in diet or quantity of diet was required. This conglomeration of features was not observed for most of the chemotherapy agents we tested over a range of doses, and in the case of the alkylating agent CY or the antimetabolite MTX only particular dose ranges were both effective and safe (Figure 2B). We confirmed that these effective dose ranges had significant antiproliferative effects upon normal ASC *in vivo*, causing a log-fold reduction in ASC absolute numbers (Supplementary Figure S2B). Remarkably, however, despite the reduced availability of adipocytes for lipid storage, no compensatory increase in hepatocyte lipid storage was observed during MTX or CY treatment, but rather a significant drop in TG storage and lipogenesis.

During the period that HFD mice received five optimized weekly doses of MTX or CY they continued to follow a weight normalization trend which did not reverse until the chemotherapy was terminated, even in non tumor-challenged mice. Therefore, there was no evidence that resistance to chemotherapy developed when normal body cellular constituents were the targets of chemotherapy. 

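Slc19a1 had a brightest probe at 0.02 ± 0.10 in HFD and −0.26 ± 0.27 in HFD MTX50, a log2 difference of −0.28 ± 0.12 (limma adjusted p 0.109, exact permutation p 0.10), −0.30 on the shared slide (adjusted p 0.49). No other setting or left-out array let it pass, with an adjusted p from 0.095 to 0.835, and the mean of its probes turned the sign to 0.05. The second probe, read after the data had been seen, gave 0.39 (adjusted p 0.243). In LFD MTX50 vs LFD (−0.33 ± 0.08 against −0.36 ± 0.06) the brightest probe of Slc19a1 differed by 0.03 (adjusted p 0.866), while the second was higher by 1.11 ± 0.23 (adjusted p 0.0040) and the mean of the probes by 0.57 (adjusted p 0.012 in a range from 0.012 to 0.944).

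A list of 24 folate and one-carbon genes, which includes Slc19a1, had medians of −0.04 in HFD MTX50 vs HFD (camera adjusted p 0.86, the mean 0.05 and the test pointing higher) and −0.07 in LFD MTX50 vs LFD (0.14). At the adjusted p over all genes, 1 of its genes was higher and 1 lower in HFD MTX50 vs HFD. In LFD MTX50 vs LFD 1 was higher and 2 were lower, among them Abcg2 (−1.48, adjusted p 6.6e-05).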

Consistent with such lack of resistance, our liver gene arrays for HFD mice demonstrated no significant MTX-attributable downregulation of *Slc19a1* (a main MTX membrane transporter), nor upregulated expression of dihydrofolate reductase (*Dhfr*), a main target of MTX [23].

A key question in the present studies is what becomes of the excessive dietary lard continuously consumed by obese mice receiving MTX or CY, yet accompanied by normalizing weight loss. Common explanations such as malabsorption, increased activity, decreased feeding or diet-induced urinary ketosis were effectively ruled out. Incoming dietary fat storage was thwarted by reduced or unavailable adipocyte storage, due to chemotherapy's depletion of ASC. Despite this additional pressure on the liver to process the continuing glut of incoming dietary TG, CY or MTX treatment was paradoxically also associated with depletion of hepatic lipid stores. In depth analysis of MTX additionally demonstrated this agent's inhibition of hepatic lipogenesis and overall enhancement of mitochondrial respiration, but perhaps most importantly, also revealed a persistence of mitochondrial uncoupling in the face of enhanced overall oxygen consumption, generating a significantly enhanced steady state proton leak. This leak is probably the best candidate mechanism to explain the catabolic dissipation of ingested lipid in a manner which promotes weight loss rather than worsening obesity.

The favorable metabolic effects of MTX or CY chemotherapy upon HFD-fed obese mice is in stunning contrast to the plight of markedly obese patients who achieve impressive weight loss through dietary restraint and intensive exercise, but who subsequently display a poorly understood long-term reduction in their resting metabolism which causes even relatively moderate caloric intake to provoke recurrent obesity [5]. Our findings suggest that MTX, CY and possibly other chemotherapy agents may offer a strategy to address life-threatening morbid obesity in the non-cancer setting. Chronic administration of several chemotherapy agents, including both MTX and CY, is already used clinically to treat non-cancerous diseases such as rheumatoid arthritis, psoriasis and lupus erythematosus. We calculate that the dose of MTX which best counters obesity in mice (12.5-50 mg/kg) is at least a log-fold higher than the dose range given to patients with non-cancerous disease, perhaps explaining why the phenomenon of weight normalization is not apparent as a trend in such patients. Finally, fuller understanding of the mechanisms leading to chemotherapy-modulated normalizing weight loss may identify additional non-chemotherapeutic agents which safely accomplish the same goals.

## MATERIALS AND METHODS

### Animals and animal care

Animal work was performed in accordance of Mayo Clinic Institutional Animal Care and Use Committee. C57BL/6 male mice were purchased from Jackson Laboratories. Starting at 6 weeks of age mice were started on either the control,10% kcal fat energy diet (LFD) or 60% kcal fat energy diet (HFD) (Research Labs, Inc. cat# D12450Bi and D12492i respectively, New Brunswick, NJ) for 10 weeks *ad libitum* prior to treatment or CLAMS (Comprehensive Lab Animal Monitoring System) study. At week 8 on diet mice were housed individually to measure food intake. Mice and food were weighed weekly.

### Cell culture

HepG2 (freshly purchased from ATCC HB-8065, Manassas, VA) and MC38 colon carcinoma (NCI/NIH) cells were cultured in complete growth medium: DMEM (Gibco, Grand Island, NY) supplemented with 10% fetal bovine serum (Gibco), 1000 U/ml penicillin-streptomycin and 2 mM L-glutamine (Gibco) at 37°C/5% CO_2_. Cells were fed every 2-3 days. MC38 cells (5×10^5^) were injected subcutaneously into right flank after 10 weeks on diet. If maximal tumor burden was reached, 2000 mm^3^, mice were euthanized.

### Drugs and treatment

Mice were randomized by body weight and then given weight-based chemotherapy (mg/kg) intraperitoneal (i.p.) x5 weekly injections (except gemcitabine which was given i.p. twice weekly) and tissue harvest was performed 1 week post final treatment. Maximum tolerated doses (MTD) were determined for each of the following chemotherapy compounds: cyclophosphamide (Sigma, St. Louis, MO), 5-fluorouracil (Teva Parenteral Medicines, North Wales, PA ), gemcitabine (Hospira, Inc., Lake Forest, IL), irinotecan (Pfizer, New York, NY), paclitaxel (Hospira, Inc) and methotrexate (APP Pharmaceuticals, Schaumburg, IL) [13].

### Adipocyte stem-like cell (ASC) differentiation

Stromal vascular fraction from epididymal white adipose tissue was isolated using collagenase type VIII (Sigma) digestion. Isolated cells were stained (0.25-0.5 μg/ml per 10^6^ cell in 100 μl volume) with CD31-PE (BD Biosciences cat# 560238, San Jose, CA), CD34-FITC (BD Biosciences cat# 553373), CD45-APC-Cy7 (Biolegend cat# 103116, San Diego, CA) and CD140a-BV421 (BD Pharmingen cat# 562774) and cell sorted with FACS Aria and analyzed with FACS Diva for CD31^−^, CD34^+^, CD45^−^ and CD140a^+^ preadipocytes [16]. Cells were then plated and cultured according to the adipogenic differentiation of mouse mesenchymal stem cells protocol (R&D Systems, Minneapolis, MN). After differentiation, adipocytes were fixed with 4% paraformaldehyde and stained with primary antibody Fabp4 (R&D Systems cat# AF1443, Minneapolis, MN), secondary antibody α-goat Alexa Fluor-488 (ABCAM cat# ab150129, Cambridge, MA), HCS LipidTOX Red neutral lipid stain (Life Technologies, Carlsbad, CA) and Vectashield with DAPI (Vector Laboratories cat# H-1200, Burlingame, CA). Confocal microscopy was performed using Axiovert 200M (Zeiss) with 63x/1.4 oil objective and images analyzed with Zeiss LSM510 software.

### Calorimetry

Minimum of one gram fecal samples were collected for 72h prior to first methotrexate 50 mg/kg or cyclophosphamide 200 mg/kg chemotherapy treatment and for 72h after last treatment. Samples were stored at -80°C until bomb calorimetry was performed by Covance Laboratories (Madison, WI).

### Liver triglyceride measurement

Triglycerides (TG) were extracted from flash frozen liver samples and were measured using the Triglyceride Quantification Kit protocol (Biovision cat# K622-100, Milpitas, CA).

### Histology

Liver sections were fixed in 10% formalin and paraffin embedded (FFPE). 4 micron thick liver samples were stained with hematoxylin and counterstained with eosin (H&E). Microscopy performed using Leica DMRB (20x objective) with Olympus DP71 camera and images analyzed with cellSens Entry 1.12 software.

### RNA extraction and microarray processing

RNA was isolated using RNeasy mini kit (Qiagen cat#74104, Hilden, Germany) according to manufacturer's instructions. RNA quantity and integrity were verified with the Nanodrop (Thermo Scientific) and Bioanalyzer using the Nano chip (Agilent). Using the Quick Amp Labeling kit, one color (Agilent), 200 ng RNA per sample was labeled. Dye incorporation and amplified RNA amounts were verified with Nanodrop. Then, 1.65 μg of each sample was hybridized to a 4×44K mouse whole genome slide (Agilent), washed, and feature extracted according to manufacturer's (Agilent) instructions.

### Microarray data analysis

Gene expression imaging, quality control, fold change, GO (gene ontology), and clustering analysis was performed with GeneSpring GX 13.0 (Agilent Technologies, Inc.). Differentially regulated gene lists, 2-fold change or greater, were selected between LFD and HFD and between methotrexate treated and non-treated mice. Metabolic process list was generated using GO analysis with p-value≤0.05. Hierarchical clustering analysis was performed using gene lists that were differentially regulated with a *p*-value ≤0.015 rather than 0.02 for greater stringency [24]. Every treatment cohort consisted of 4-5 biological replicates. The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE87729.

(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87729)

### Comprehensive lab animal monitoring system (CLAMS)

Mice fed on LFD or HFD for 10 weeks prior to placement into a 12 chamber Oxymax/CLAMS (Columbus Instruments, Columbus, OH) with free access to food and water. Mice were allowed to acclimate in individual metabolic cages at 22°C for 16h before measurements were taken. 72h metabolic profiles were generated in successive 26min cycles. Oxygen consumption, CO_2_ production, respiratory exchange ratio (RER), food intake and spontaneous locomotor activity were measured.

### Measurement of mitochondrial function and oxidative stress of HepG2 cells

Human hepatocellular HepG2 cells were untreated or treated with MTX 10 μM for either 6h or 12h prior to extracellular flux analysis. HepG2 cells were washed with PBS and cells were seeded at 40000 cells/well in XF96-well cell culture microplate (Seahorse Bioscience, North Billerica, MA). Seahorse Bioscience XF96^e^ Extracellular Flux Analyzer was used to monitor the oxygen consumption rate (OCR, XF Cell Mito Stress Test Kit) and extracellular acidification rate (ECAR, XF Glycolysis Stress Test Kit) in intact HepG2 cells.

### Statistics

Within individual experiments, each treatment condition (e.g. HFD vs LFD with or without chemotherapy) was tested in individual groups of mice to determine means ±SD for various parameters at particular time points, such as weight or kcal consumed. Such groups were compared via unpaired Student's *t*-test, with *p*≤ 0.05 considered significant. In Seahorse experiments, 6 wells were concurrently performed and similarly analyzed for each condition by Student's *t*-test. Therapeutic impact of diet and chemotherapy upon tumor growth was analyzed in a binary fashion (permanent tumor eradication, yes or no) by Fisher's exact-test. Statistical analyses of microarrays are described above.

## SUPPLEMENTARY FIGURES AND TABLE

## Abbreviations

ASC: adipocyte stem-like cells
ASCO: American Society of Clinical Oncology
CLAMS: comprehensive lab monitoring system
CY: cyclophosphamide
DIO: diet-induced obesity
*Enho*: energy homeostasis (gene)
eWAT: epididymal white adipose tissue
GO: gene ontology
HFD: high fat diet
LFD: low fat diet
MTX: methotrexate
TG: triglycerides

# Supplementary material for: Chemotherapy can induce weight normalization of morbidly obese mice despite undiminished ingestion of high fat diet
**Source:** Oncotarget. 2017 Jan 10;8(3):5426–38. doi: 10.18632/oncotarget.14576
**Supplement:** Supplementary file 1

## Chemotherapy can induce weight normalization of morbidly obese mice despite undiminished ingestion of high fat diet

### SUPPLEMENTARY FIGURES AND TABLE

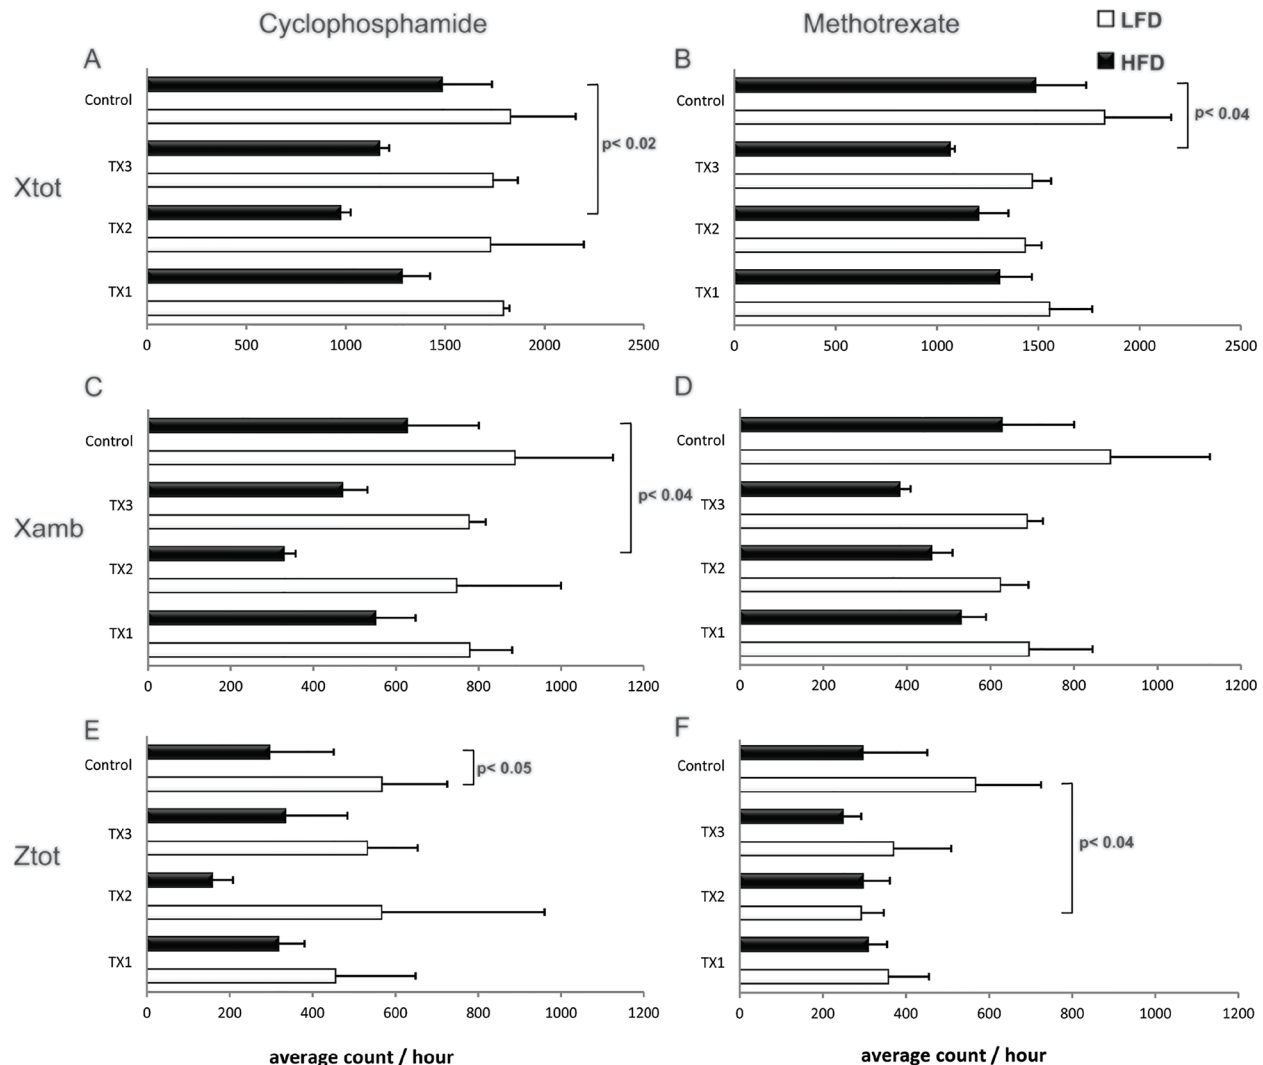

**Supplementary Figure 1: Average motor activity of mice on various chemotherapeutic agents.** HFD CY100, HFD MTX12.5, LFD CY100, LFD MTX12.5 and control cohorts HFD and LFD were counted after each of the 3 cycles of chemotherapy (cyclophosphamide 100 mg/kg and methotrexate 12.5 mg/kg). Infrared beam interruptions in both horizontal (X) and vertical (Z) directions were used to quantify the motor activity of mice in CLAMS units. Any horizontal beam breakage was recorded as total activity count (Xtot), two or more consecutive horizontal beam breakages were recorded as ambulatory activity count (Xamb). Any vertical beam breakage was recorded as total activity count (Ztot). Decrease in activity levels in HFD-fed mice compared to LFD and HFD CY100 **A, C, E.** and HFD MTX12.5 **B, D, F.** shows lower activity than control cohort. Significant differences are identified in the graphs.

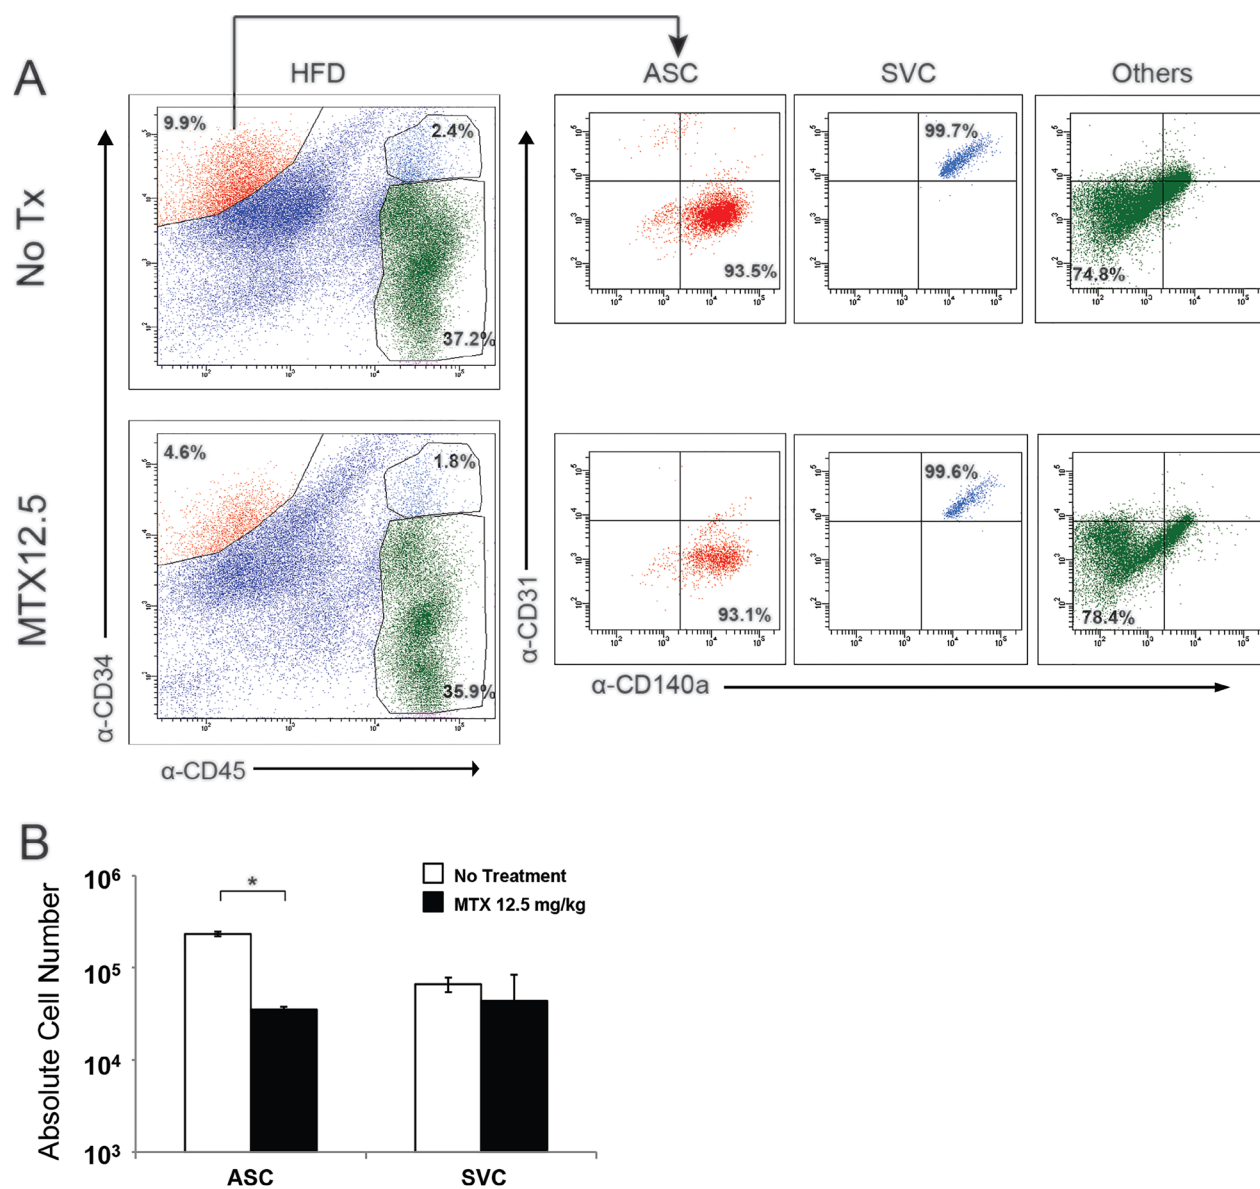

**Supplementary Figure 2: Reduction of adipocyte stem-like cells in eWAT after 5 cycles of methotrexate (12.5 mg/kg) from HFD-fed mice.** **A.** Representative flow cytometry dot plots show a decrease in ASC (red gate). ASC - adipocyte stem-like cells (red: CD34+CD45-CD31-CD140a+), SVC - stromal vascular cells, non-adipogenic cells (light blue: CD34+CD45+CD31+CD140a+), Others (green: CD34+CD45+CD31+CD140a-). Data show that, in addition to the overall decrease in cell numbers in eWAT following chemotherapy (Figure 3A), the relative frequency of ASC within eWAT also decreased (left panes Supp. 2A). Right panel Supp. 2A: with or without chemotherapy treatment, the CD34+CD45- fraction (red) consists of highly pure ASC (93.1% vs 93.5% CD31-CD140a+). **B.** Absolute number of eWAT-associated ASC decreases, but not SVC, during treatment with MTX (shown in log scale). \*  $p < 0.002$ , No Tx - No treatment, MTX12.5 - methotrexate 12.5 mg/kg.

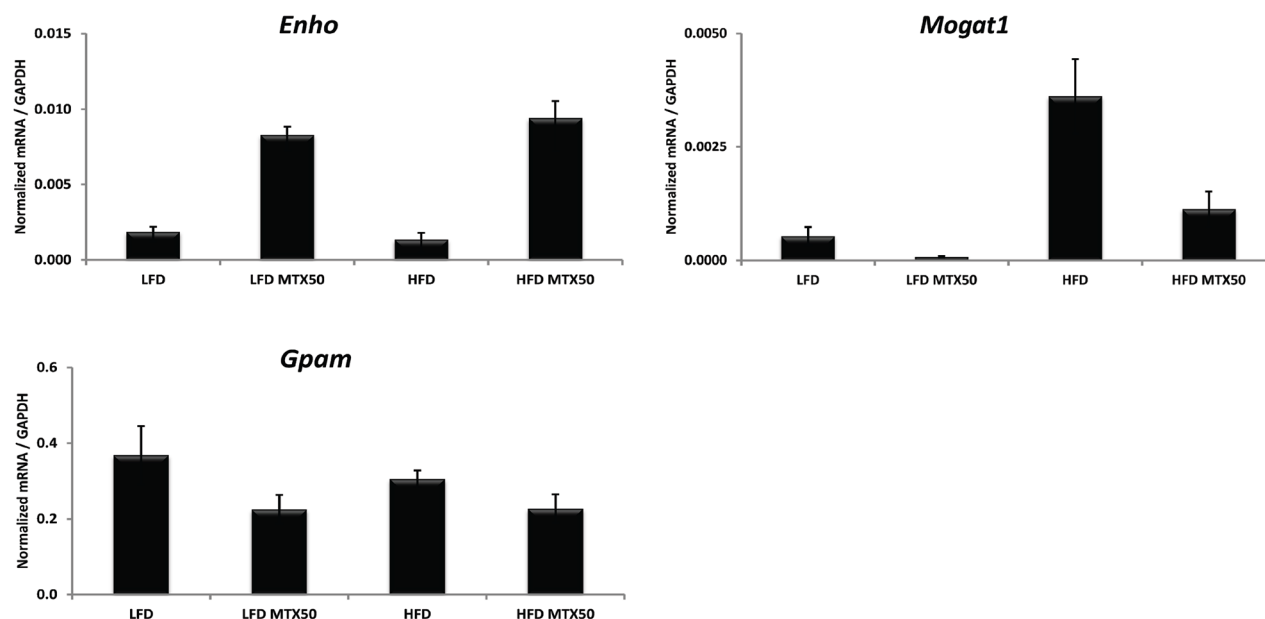

**Supplementary Figure 3: Validation of gene expression by qRT-PCR.** Total RNA isolated for microarray analysis was reverse transcribed with random hexamer primers using Superscript III (Invitrogen). The resulting cDNA was amplified by PCR using LightCycler FastStartDNAMasterPlusSYBRGreen(Roche) and the following gene-specific primers (Operon): Gapdh-F 5'-accacagtccatgccatcac-3', Gapdh-R 5'-tccaccaccctgttgctgt-3', Enho-F 5'-ctcatcgccatcgctctgcaat-3', Enho-R 5'-gggactggattccgagagaga-3', Gpam-F 5'-acagttggcacaatagacgtt-3', Gpam-R 5'-ccttcatttcagtgtgtgcaga-3', and Mogat1-F 5'-agcgcaaagggtttgttaag-3', Mogat1-R 5'-cagcttcgatagggcatta-3'. The cDNA amount in each sample was normalized to the crossing point of the housekeeping gene Gapdh. Relative mRNA fold change for each gene was calculated using the respective crossing points applied in the following formula:  $F = 2^{-(G - H)}$ , where F = fold difference, G = gene of interest, and H = housekeeping gene (modified from Hoelzinger et al. J Neurooncol 2008; 86: 297-309).

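The arrays hold 7 kept probes for Gapdh, the gene to which the PCR values were normalized. In HFD MTX50 vs HFD 7 of 7 were lower, with a median of −0.36 on the log2 scale, and 3 passed the limma adjusted p. In LFD MTX50 vs LFD 6 were lower, with a median of −0.38 and 4 past the adjusted p. Quantile normalization gave medians of −0.59 (6 past the adjusted p) and −0.27 (0 past), and scaling to the bright probes −0.32 (3 past) and −0.47 (6 past), so the sign of these medians did not turn with the scaling while the calls did. In HFD vs LFD the median was −0.08 with 5 lower, and quantile normalization turned it to 0.13 with 0 lower. The brightest Gapdh probe alone had adjusted p-values of 0.189, 0.10 and 0.078 for HFD vs LFD, HFD MTX50 vs HFD and LFD MTX50 vs LFD, and the last passed without LFD MTX50 mouse 2 (0.045) or HFD MTX50 mouse 5. Values of the PCR itself are not used here.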

**Supplementary Table 1: Lean body mass energy expenditure (kcal/day) for mice on various chemotherapy and diet regimens**

| Diet Comparison |             | Intercept Estimate | StdError | p Value |
|-----------------|-------------|--------------------|----------|---------|
| HFD             | LFD         | 26.75              | 9.99     | 0.044   |
| HFD             | HFD MTX12.5 | 24.94              | 10.78    | 0.082   |
| HFD             | HFD CY100   | 17.56              | 12.98    | 0.247   |
| LFD             | LFD MTX12.5 | 13.85              | 11.48    | 0.294   |
| LFD             | LFD CY100   | 16.07              | 12.25    | 0.26    |
| HFD MTX12.5     | LFD MTX12.5 | 10.16              | 12.86    | 0.487   |
| HFD CY100       | LFD CY100   | -7.66              | 11.08    | 0.539   |

Mice receiving HFD, LFD, HFD MTX12.5, HFD CY100, LFD MTX12.5 and LFD CY100 were compared using EE ANCOVA analysis [14]. Energy expenditure is significantly up regulated in HFD-fed mice compared to LFD. No significant difference in energy expenditure is seen between the chemotherapy treated and non-treated groups within either the HFD or LFD-fed groups.

How the deposited data were processed for this re-analysis (not part of the article)

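Liver RNA of 18 male mice was measured on 18 one-colour Agilent 4×44K arrays: 4 LFD, 5 LFD MTX50, 4 HFD and 5 HFD MTX50 mice, 1 array per mouse. The arrays carry 44397 spots, of which 43020 are not controls, for 39429 distinct probes (39030 spotted once and 399 spotted 10 times). They lie on 6 slides of 4 positions and were scanned on 1 day. The values are spot intensities on a linear scale, from which the authors, per the file headers, had Feature Extraction subtract the background and remove spatial and multiplicative trends within each array, so that the deposited arrays are not normalized against each other. The table of values deposited with the series holds the background-subtracted signal of the same scans, rounded, and served as an alternative source.

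For each array the processed signal was put on the log2 scale and reduced by its 75th percentile over the spots that are not controls. Spots marked as outliers by the software (124 to 294 per array) were left out, 0 spots were saturated, and spots of a probe were averaged. A probe was kept if it lay well above background on at least 4 of the 18 arrays, the size of the smallest group, which left 35735 probes; 344 of these lack a value on some array. The share of probes well above background was 84.2 to 88.6% in LFD (median 85.4), 85.7 to 89.1% in LFD MTX50 (median 88.5), 87.1 to 89.8% in HFD (median 89.3) and 85.0 to 90.8% in HFD MTX50 (median 86.5). An array correlated with the others of its group at 0.985 (HFD MTX50 mouse 1) to 0.996 (HFD mouse 2). With 4 or 5 mice per group, the model's prior contributes 2.77 degrees of freedom to each probe's variance.

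Probes were named through a RefSeq table of assembly GRCm38.p6, which gave a gene to 28025 probes (71.1%) and 21153 genes; 19597 genes have a kept probe. Unnamed probes stayed in the model and in the adjustment but in no count of genes. The array was laid out on an earlier assembly, so no coordinates are given. A gene counts once however many of its probes pass, and a single gene is read on the probe with the highest mean signal. Globin genes of the beta cluster are near-identical paralogs that a probe cannot separate.

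limma fitted 1 model with the 4 groups, and empirical Bayes tests gave HFD vs LFD, HFD MTX50 vs HFD, LFD MTX50 vs LFD and the difference between the 2 treatment effects, with Benjamini-Hochberg adjustment over all kept probes. Counts of changed genes require an adjusted p below 0.05 and a 2-fold change. The difference between treatment effects and the count of genes moved one way by diet and the other by treatment require the adjusted p alone. The rule for named genes was set in advance: every gene the article names in its text or in the table of Fig. 5C, at most 5 members of a list whose result is reported, by size of change, and for each comparison the 5 largest rises and 5 largest falls among genes past the adjusted p whose arrays do not overlap between the groups and that lie above background on every array of at least 1 group. Other genes named are said to be chosen later. For a gene below background in a whole group the change is given as a lower bound against the background. Exact permutation tests of the group means accompany the genes of the article.

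The 14 gene lists (244 genes, 239 on the array, 236 kept) are cholesterol synthesis, cholesterol conversion and export, male-biased and female-biased liver genes, acute phase, neutrophil and myeloid genes, erythroid genes, p53 targets, cell cycle, circadian clock, PPARα targets, PPARγ steatosis genes, folate and one-carbon metabolism, and mitochondrial uncoupling. They were tested on the 3 comparisons (42 tests, adjusted together) by camera with a preset correlation of 0.01, and again by fry and by camera with the correlation estimated. Adjusted over the list alone means that the adjustment covers the genes of that list in that comparison. The lists were written from general knowledge; marker genes of sex chromosomes and cell types were listed for checks.

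The alternatives were normexp background modelling (offset 50), quantile normalization, scaling to the median of probes well above background on every array, the rounded table of the series, keeping outlier spots, no filter on dim probes, only probes well above background on all 18 arrays, an intensity trend with robust variances, only the 2 groups compared, Student's t-test, which the article names for measurements other than the arrays and which is called the methods' t-test here, with Benjamini-Hochberg adjustment or at p up to 0.015, an unadjusted p up to 0.015 with 2-fold, no fold threshold, a limma F test over the 4 groups, the slide as a random block (correlation of arrays on a slide 0.262) or as a fixed block, the replicate number as a block, the mean of a gene's probes, fry and estimated correlation for lists, and leaving out each array in turn. Tests, lists, rule for named genes and these alternatives were chosen before the data were examined. A subtraction of background with the same offset but without the normexp fit, a 2-fold threshold with no p, and the second-brightest probe of a gene were added after the data had been seen. Normexp was planned on the mean signal of the spots, a column the files lack, and used the median signal.

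The pipeline was tested on simulated data. Of 200 genes changed by 2 on the log2 scale, 184, 189 and 193 were recovered in the 3 comparisons, 0 in the wrong direction, with 3, 5 and 6 unchanged genes called. Over 20 simulations without effects the mean number of calls was 0.05, 0.1 and 0.05. A shifted list of 18 genes was called by each of the 3 list tests, with 0 of 41 other tests called. All simulated probes were drawn independently, without correlation between genes or errors shared within an array or slide. The simulations therefore do not test the preset correlation on which the list p-values rest, nor false calls from shared errors. Left out were body weight, histology, cell and PCR measurements, arrays of other drugs, and the GeneSpring gene ontology analysis, for which no gene lists were used here. Analyses ran in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.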

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

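Of the tests of technical explanations in this part, those of a female mouse, of residual blood and of adipose tissue were written down before their results were seen, and the others were chosen only after the result was seen. The comparisons, list tests, slide blocks and fits without 1 array were planned. None of them separates slide from group in a comparison with LFD, whose 4 arrays share a slide with no other group.

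In 11 of 204 groups of single-gene values 1 array lay far from the others by Dixon's ratio, which is 5.4%, and chance alone gives about 1 in 20. These were Cidea in HFD MTX50 mouse 4 (−0.095, mean of the others −2.66), Cxcl13 in HFD mouse 1 (−3.69, others −4.59), Elovl7 in HFD MTX50 mouse 1 (−0.985, others −4.82), Enho in LFD mouse 1 (3.77, others 3.57), Fabp4 in HFD MTX50 mouse 3 (−1.73, others −0.181), Fmo2 in HFD MTX50 mouse 2 (−0.25, others −2.52), Lrfn2 in LFD mouse 1 (−8.59 and not above background, others −6.16), Olfr564 in HFD mouse 1 (−2.77, others −6.12) and in LFD MTX50 mouse 4 (−3.92, others −6.22), Slc19a1 in LFD mouse 4 (−0.455, others −0.328) and Srebf1 in HFD mouse 1 (−0.84, others −0.563). With 3 on HFD mouse 1 and 2 on LFD mouse 1 and the number at the level of chance (11), no explanation is drawn from them, and no biological explanation was tested.

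The treatment effect differed between the diets for 6259 genes at the adjusted p in limma (1914 with a higher value of HFD effect minus LFD effect and 4496 with a lower one, 151 in both through different probes; 9194 at an unadjusted p below 0.05). Higher values made up 29.9% of them, 45.5% under quantile normalization and 47.9% with scaling to the bright probes. A shift of dim probes as the whole cause is argued against by the 4009 genes that pass after quantile normalization. A difference between slides cannot be told apart from an effect of diet here, since the LFD arrays lie on a slide of their own and 1587 genes pass with the slide as a random block. Without HFD mouse 3 there were 3725 genes and without HFD mouse 4 there were 3852. Under normexp limma gave 0 genes (1471 at an unadjusted p below 0.05).

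Single genes with such a difference, as HFD effect minus LFD effect on the log2 scale, were Avpr2 (4.22), Hsd3b4 (4.49), P2ry4 (4.36), Elovl3 (4.67), Nat8f5 (3.22), Mlxipl (0.767), Cux2 (−4.72), Cfd (−3.74), Trio (−2.98), Lrfn2 (−2.96), Olfr169 (−2.94), Olfr564 (−2.91), Cidea (−2.88), Slc22a29 (−2.83) and Fmo2 (−2.68). The 5 highest (Elovl3, Hsd3b4, P2ry4, Avpr2 and Nat8f5) and 5 lowest (Cux2, Trio, Lrfn2, Olfr169 and Olfr564) were taken by size among genes past the adjusted p whose treated arrays, each minus the mean of its diet's controls, do not overlap between the diets; the others had been named for the article's text or for another comparison. For Olfr169 the 4 LFD arrays lay below background, so its value is not an exact size. Each of these 15 lost its call under normexp; with the slide as a random block Cux2, Elovl3, Nat8f5 and Trio passed, and under quantile normalization Cfd, Cidea, Hsd3b4, Mlxipl, Olfr169 and Olfr564 did not. The second Mlxipl probe gave −0.90 (adjusted p 0.016), the opposite direction. The call of 7 genes held without any 1 array (Cux2, Elovl3, Lrfn2, Nat8f5, Olfr169, Slc22a29 and Trio). It was lost without HFD mouse 3 for Avpr2 (adjusted p 0.077), P2ry4 (0.154, difference 2.71), Mlxipl (0.056), Fmo2 (0.050), Cidea (0.081) and Hsd3b4 (0.104), the last 2 passing in 12 and 5 of 18 such fits, and without LFD mouse 4 for Olfr564 (0.053) and Cfd (0.068, passing in 10 of 18). As lists, the male-biased genes differed by a median of 0.842 (camera adjusted p 4.1e-04) and the female-biased genes by −1.44 (0.042). For these genes and lists, too, slide and diet stay open as explanations (1587 genes pass with the slide as a random block).

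Male-biased liver genes were lower in LFD MTX50 vs LFD (median −1.09, 18 of 19 lower, camera adjusted p 4.1e-10) and female-biased genes higher (0.943, 16 of 18 higher, adjusted p 0.0041). At the adjusted p over all genes 11 and 8 of them passed, and adjusted over the list alone 13 and 8. Members were Hsd3b5 (−4.64), Cyp4a12a (−4.13), Cyp4a12b (−3.66), Nudt7 (−2.88), Slc22a26 (2.69), Atp6v0d2 (2.12) and Sult3a1 (at least 6.11-fold higher); 1 male-biased gene, Elovl3, is also in Fig. 5C, and each list shares 1 gene with another list. The male-biased list was lower in HFD vs LFD as well (−0.37, 18 of 19, camera adjusted p 0.013 but fry 0.286, with 3 genes past the adjusted p over all genes and 2 adjusted over the list alone). Array data of a female mouse among the treated is argued against by Xist, which did not change (0.024), and by 3 of 4 Y chromosome transcripts (Ddx3y, Eif2s3y and Uty) that lay above background on all 18 arrays, with Kdm5d on 1. A lower share of hepatocytes is argued against because genes of the female-biased list, made in the same cells, moved up (0.9429) and of 12 hepatocyte markers (median 0.018) none was lower past the adjusted p, with Pck1 (1.31) and Apoa1 (0.739) higher. What stays open is a difference between slides, since 7 list changes called in comparisons with LFD, these among them, also pass with the slide as a random block but LFD has no slide in common with LFD MTX50. A change of the sex-dependent hormone pattern by the treatment was not tested.

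Erythroid genes were lower in LFD MTX50 vs LFD (median −1.27 over 10 genes, 6 lower past the adjusted p and 1 higher, 7 adjusted over the list alone, camera adjusted p 0.0045), through Hba-a1 (−4.83), Alas2 (−2.99), Hba-a2 (−2.11), Hbb-b2 (−7.00) and Hbb-b1 (−6.40); Hbb-bt, outside the list, also fell (−6.80). Less blood left in the samples would lower platelet transcripts too, and these had a median of 0.896 with 5 of 5 higher, although only Itga2b (0.678, adjusted p 0.0036) of the 5 passed. Medians of 4 B-cell and 4 T-cell markers were −0.094 and 0.132, with Cd79a higher (0.521, adjusted p 0.014), and none of the platelet, B-cell or T-cell genes was lower past the adjusted p. A suppression of red cell formation by methotrexate is a candidate explanation from the design that was not tested, and a slide difference stays open, 7 lists being called with the slide as a random block. In HFD MTX50 vs HFD the list had a median of −0.32 (camera adjusted p 0.75) and −0.904 on the shared slide, with 2 of 10 higher there; against the LFD mean, single HFD MTX50 mice ran from −1.33 to 1.63.

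Acute phase genes were higher with treatment on each diet: the median was 1.03 in HFD MTX50 vs HFD (19 of 19 higher, camera adjusted p 3.5e-10, 10 past the adjusted p over all genes and 16 adjusted over the list alone) and 0.925 in LFD MTX50 vs LFD (19 of 19, 2.2e-04, 10 and 10). Mt1 and Mt2 belong to this list. Saa2 (1.92) and Saa1 (1.68) did not pass in HFD MTX50 vs HFD and had 1.05 and 0.80 without HFD MTX50 mouse 5, and Apcs, called in HFD MTX50, lost its call without HFD mouse 2, 3 or 4 or HFD MTX50 mouse 2 or 5 (highest adjusted p 0.087 without HFD mouse 4). In LFD MTX50, Apcs (1.93) and Serpina3n (1.74) were among the members. On the slide that holds HFD and HFD MTX50 arrays the median was 0.999 with 19 of 19 higher, which argues against a slide difference as the cause in HFD mice. A response of the liver to the treatment may underlie it there, as a hypothesis; in LFD mice the slide stays open.

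The PPARγ steatosis list was higher in HFD vs LFD (median 1.17, 12 of 14 higher, 9 higher and 1 lower past the adjusted p over all genes, 11 adjusted over the list alone) and lower in HFD MTX50 vs HFD (−0.689, 12 of 14 lower, 7 lower and 1 higher, 9 over the list alone), each at a camera adjusted p of 0.0017. It shares 1 gene with another list and 2 of its genes are among those named in Fig. 5C. Adipose tissue in the HFD samples is argued against by Adipoq, which did not change (−0.04), with Retn at −0.23, although Lep (2.3) and Plin1 (0.64) rose. For the fall with treatment, the shared slide gave a median of −0.691, which argues against a slide difference. For the rise with diet the slide stays open, as for the 7 lists called in comparisons with LFD.

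Neutrophil and myeloid genes were higher in HFD MTX50 vs HFD (median 0.814, 11 of 14 higher, camera adjusted p 0.013, fry 0.258, 0 genes past the limma adjusted p over all genes or adjusted over the list alone and 5 at an unadjusted p below 0.05). The call was lost without HFD MTX50 mouse 5 (median 0.334, adjusted p 0.165) or HFD mouse 1 (0.071), and 16 of 18 such fits kept it. On the shared slide the median was 0.029, and between the HFD MTX50 arrays of the one unshared slide and the HFD arrays of the other it was 1.53. Against the LFD mean, HFD MTX50 mouse 5 had a list median of 3.77, and mice 3 and 4 of its slide 0.886 and 0.927. HFD MTX50 mice 1 and 2 of the shared slide had 0.324 and 0.892. The large value between the unshared slides thus rests mostly on mouse 5. A smaller difference between slides stays open, as does a difference between mice, so the rise is not attributed to treatment. PPARα targets were lower in LFD MTX50 vs LFD (−0.566, 14 of 18, camera adjusted p 0.0041 but fry 0.258, 5 past the adjusted p over all genes and 5 adjusted over the list alone), with Vnn1 (−1.91), Pdk4 (−1.28) and Plin2 (−1.27). Pdk4 lost its call without LFD mouse 1, 3 or 4 or LFD MTX50 mouse 1, 3, 4 or 5 (highest adjusted p 0.114 without LFD mouse 4). The slide cannot be told apart from the treatment for this list either (7 lists called with the slide as a random block).

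Outside the genes that the article discusses, and among genes with non-overlapping arrays past the adjusted p, the largest rises in HFD vs LFD were Cfd (5.99 ± 0.92 on the log2 scale), Cidea (4.17 ± 0.70), Olfr169 (at least 3.49-fold), Slc22a29 (2.71 ± 0.56) and Krt23 (2.63 ± 0.74), and the largest falls Fabp5 (−3.90 ± 0.67), Pnpla5 (at least 4.97-fold lower), Tff3 (−3.36 ± 0.83), Pnpla3 (−3.19 ± 0.93) and Adgrf1 (−2.93 ± 0.52). Limma adjusted p-values lay between 0.0025 and 0.020. Pnpla3 lost its call without LFD mouse 3 or HFD mouse 4 (0.072). With the slide as a random block Cfd, Cidea, Fabp5 and Adgrf1 passed and the other 6 did not. As for every comparison with LFD, slide and diet cannot be told apart (120 genes pass with the slide as a random block).

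For HFD MTX50 vs HFD these genes were Mt2 (4.95 ± 1.08; 5.95 on the shared slide), Mt1 (4.46 ± 0.95; 5.43), Cxcl1 (2.25 ± 0.57; 2.27), Fgl1 (2.21 ± 0.32; 1.93) and Cxcl13 (1.99 ± 0.50; 3.03), and Cfd (−5.32 ± 0.87; −6.23), 9130409I23Rik (−3.50 ± 0.70; −4.91), Nat8f5 (−2.59 ± 0.47; −2.63), Adgrv1 (−2.54 ± 0.42; −3.49) and Ppp1r3g (−2.51 ± 0.68; −2.61). The limma adjusted p ran from 0.0046 to 0.030. Because the genes were picked for arrays that do not overlap between the groups, their direction on the shared slide follows from that choice and does not bear on a slide difference. With the slide as a fixed block none of the 10 passed, nor under normexp, where 9130409I23Rik (0.435) and Ppp1r3g (0.216) turned direction. Calls were lost without HFD mouse 4 for Mt2 (0.057) and Mt1 (0.056), without HFD mouse 3 or 4 for Cxcl1 (0.083 without mouse 3), without HFD mouse 2, 3 or 4 for Cxcl13 (0.081 without mouse 3) and Ppp1r3g (0.087 without mouse 3), the last also without HFD MTX50 mouse 5.

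For LFD MTX50 vs LFD they were Cux2 (6.15 ± 0.54), Mt2 (5.15 ± 1.08), Mt1 (4.84 ± 0.95), Lrfn2 (3.38 ± 0.54) and Fmo2 (3.28 ± 0.57), and Hbb-b2 (−7.00 ± 1.55), Hbb-bt (−6.80 ± 1.61), Hbb-b1 (−6.40 ± 1.45) and Nat8f5 (−5.80 ± 0.47), beside Elovl3. The adjusted p ran from 2.6e-05 to 0.0080. Cux2 and Fmo2 belong to the female-biased list. With the slide as a random block Mt1, Mt2 and the Hbb genes lost their calls, while Cux2, Lrfn2, Fmo2, Nat8f5 and Elovl3 passed. As LFD and LFD MTX50 have no slide in common, slide and treatment cannot be told apart in lean mice (191 genes pass with the slide as a random block).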

How the results depend on the processing

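Background subtraction with the normexp offset but without its fit, a 2-fold threshold with no p, and the second-brightest probe of a gene are tests chosen only after the result was seen; the other settings were fixed earlier. In this part, limma counts of genes are given as HFD vs LFD, HFD MTX50 vs HFD, LFD MTX50 vs LFD, their union, the difference between treatment effects, and the genes lower with HFD and higher with HFD MTX50, which are 699, 236, 1138, 1707, 6259 and 638 in the analysis reported. Where a count moved, the cause was not tested unless one is given.

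Dropping the fold threshold gave 6453, 2593 and 6510 genes and a union of 10539, by construction. A 2-fold threshold with no p gave 493 for HFD MTX50 vs HFD. The subtraction without the normexp fit gave 190, 135 and 608 genes and a union of 795. Normexp gave 2, 0 (212 at an unadjusted p below 0.05 with 2-fold) and 273, a union of 273, 0 for the difference between treatment effects (1471 unadjusted) and 0 lower then higher (159 unadjusted). Its fit narrowed the span from the 5th to the 75th percentile to less than 3 log2 units on 8 of 18 arrays (0.37 to 4.73 over all arrays, against 6.97 to 8.58 in the values reported), which makes the normexp values of these arrays hard to compare with the others. Quantile normalization gave 435 for HFD vs LFD and 4009 for the difference between treatment effects, and the filter to probes well above background on all arrays gave 405 for HFD vs LFD, with fewer probes tested. At an unadjusted p up to 0.015 with 2-fold, 2003 genes differed between treatment effects and 15 were lower then higher, the added fold threshold being part of both. The methods' t-test at p up to 0.015 gave 8 lower then higher.

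Fits of 2 groups alone, with fewer arrays to estimate the variance, gave 0 for HFD MTX50 vs HFD (limma, 399 unadjusted with 2-fold) and 0 lower then higher (1555 unadjusted). The methods' t-test with Benjamini-Hochberg gave 0 for each as well (312 and 1455 unadjusted). The slide as a random block gave 120 for HFD vs LFD, 191 for LFD MTX50 vs LFD, a union of 512, 1587 for the difference between treatment effects and 133 lower then higher; HFD MTX50 vs HFD stayed at a like number (256). Of the 120, 256 and 191 genes, 118, 184 and 182 are shared with the analysis reported. The slide as a fixed block could be fitted only for HFD MTX50 vs HFD, where 4 arrays share a slide, and gave 1 gene, which is not shared. LFD shares no slide with another group, and the scan day could not serve as a block because there is 1 such day.

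The replicate number as a block gave 147 for HFD MTX50 vs HFD and 378 lower then higher; the other counts stayed within 1.5 times. Nothing in the sample records pairs the mice. Over 25 pairs of equally numbered arrays the residual correlations ran from −0.314 to 0.255 with a mean of −0.004, against 0.001 for the other pairs.

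Leaving out 1 array at a time gave 354 (without HFD mouse 3) to 987 (without HFD mouse 1) for HFD vs LFD and 76 (without HFD mouse 3) to 373 (without HFD MTX50 mouse 1) for HFD MTX50 vs HFD. It gave 3725 (without HFD mouse 3) to 7302 (without HFD MTX50 mouse 1) for the difference between treatment effects and 83 (without HFD mouse 3) to 942 (without HFD mouse 1) lower then higher. LFD MTX50 vs LFD ran from 840 to 1429 and the union from 1369 to 1956. The count for HFD MTX50 vs HFD was also 76 without HFD mouse 4.

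The cholesterol synthesis list in HFD MTX50 vs HFD was called only under normexp (median −0.212, adjusted p 1.7e-06, in a range over the settings up to 0.946), and in LFD MTX50 vs LFD under none. Of the 10 list changes called, camera with an estimated correlation called 0 (lowest adjusted p 0.481), and fry dropped the male-biased list in HFD vs LFD (0.286), the neutrophil list in HFD MTX50 vs HFD and the PPARα list in LFD MTX50 vs LFD (0.258 each), while adding the cell cycle list in HFD vs LFD (0.044). Quantile normalization dropped the male-biased list in HFD vs LFD (0.12) and called 2 more lists, the female-biased in HFD vs LFD (0.025) and the male-biased in HFD MTX50 vs HFD (0.016). The male-biased list in HFD MTX50 vs HFD (0.051) passed in 12 of the 16 settings run for it (1.7e-07 to 0.914), and the neutrophil list there lost its call in 5 of them (0.0069 to 0.884).

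Among 129 single-gene results, turns of direction are counted where the gene passes in the analysis reported or in the other setting. They were 3 under normexp, namely Pnpla5 in HFD vs LFD (0.253), 9130409I23Rik in HFD MTX50 vs HFD (0.435) and Ppp1r3g in HFD MTX50 vs HFD (0.216), and 4 on the second-brightest probe, namely Scd3 in HFD vs LFD (0.777) and LFD MTX50 vs LFD (0.249) and Mlxipl in HFD vs LFD (0.23) and LFD MTX50 vs LFD (0.664). Normexp left 70 on the same side of the threshold and took 56 below it. With the slide as a random block 88 stayed, 40 fell below and 1 passed anew; with it fixed, 22 stayed and 20 fell below. The fits of 2 groups alone kept 96, lost 21 and gained 12, and the methods' t-test with adjustment kept 91, lost 29 and gained 9, or at 0.015 kept 103, lost 19 and gained 7. Of the other settings, those that leave out arrays aside, each kept at least 117 of these results, apart from the second probe (17 kept, 4 lost, 2 gained). Signal over background limits what can be said of dim genes: Elovl4 was below background throughout, and for genes below background in a whole group a change is known only as a lower bound.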

Differences from the paper's values

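All settings named as planned in this part were set before the data were examined; the second-brightest probe and the plain background subtraction are tests chosen only after the result was seen. Of 38 fold changes that the article states in its text (15) or prints in Fig. 5C (23), 22 equal the values here after rounding, and 3 differ by more than 1.5 times and more than the spread between mice.

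For Enho in HFD MTX50 vs HFD the paper gives 5.5-fold, against 1.52-fold here on the brightest probe. None of the planned settings comes within the limits (1.35 to 2.9). The second-brightest probe gives 5.54-fold, a setting chosen after seeing the values, and the plain subtraction, likewise chosen later, 1.5-fold. For Enho in LFD MTX50 vs LFD the paper gives 3.7-fold, against 1.33-fold here, and the planned settings give 1.03 to 2.21. The second-brightest probe gives 3.69-fold and the plain subtraction 1.23-fold, each chosen after seeing the values.

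For Scd2 in LFD MTX50 vs LFD the paper shows a decrease of about 2.0-fold in Fig. 5C, read by eye, against 6-fold here. Each planned setting differs (5.63 to 6.6), and so does the plain subtraction chosen after seeing the data (5.46). No setting run reached the paper's value.

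The paper's count of differentially expressed genes, 2135, and the 1707 found here lie within 1.5 times of each other; a 2-fold threshold with no p, chosen after seeing the data, gives 2187.

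The article calls 13 lipid genes altered by diet and/or treatment. Here Fasn passes the adjusted p in none of the 3 comparisons; it passes for HFD vs LFD in the fit of the 2 groups alone and in the methods' t-test, with or without adjustment, and without LFD MTX50 mouse 3 or 4 or HFD MTX50 mouse 2, and for LFD MTX50 vs LFD without LFD MTX50 mouse 2 or 4. In HFD MTX50 vs HFD, which the text describes as reduced, Fasn (limma adjusted p 0.149), Acacb (0.088), Elovl3 (0.060), Elovl6 (0.066) and Gpam (0.067) do not pass. Acacb passes there on its second probe (0.048, chosen after seeing the data) and without HFD MTX50 mouse 5. Elovl3 passes with the filter to probes above background on all arrays, at an unadjusted p of 0.015 and with the slide as a random block. Elovl6 passes at an unadjusted p of 0.015, in limma and in the methods' t-test, and without LFD MTX50 mouse 3 or 4. Gpam passes without LFD MTX50 mouse 2, and at an unadjusted limma p of 0.015 if no 2-fold change is required. At that p, which the article names, 11 of the 13 genes pass in HFD MTX50 vs HFD. The article also reports qRT-PCR that bore out the array trends of Enho, Gpam and Mogat1, which is not used here. For Scd1 in HFD vs LFD, described as decreased, the adjusted p is 0.372, and the fit of the 2 groups alone and the methods' t-test let it pass.

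The article names Enho as the single gene of its metabolic category that falls with HFD and rises with methotrexate. Here Enho does not fall with HFD past the adjusted p on either probe (−0.01 and −0.55 on the log2 scale). Fig. 5C shows a decrease of about 1.4-fold, and the second probe, chosen after seeing the data, gives 1.46-fold. At an adjusted p with no fold threshold, 638 genes of any category have that pattern, which is not the article's rule. At an unadjusted p up to 0.015 with 2-fold the number is far smaller, as given above. The metabolic category was not rebuilt, so neither number tests the article's statement. It describes Elovl changes in some isoforms that do not include Elovl2, which here is lower in LFD MTX50 vs LFD (−0.98, adjusted p 0.020). For regulators it reports no significant effect of treatment; here the second probe of Mlxipl, chosen after seeing the data, is higher in LFD MTX50 vs LFD (0.66, adjusted p 0.015), and the brightest passes in HFD MTX50 vs HFD without HFD MTX50 mouse 1. For cholesterol enzymes it likewise reports none, while Cyp8b1, Lcat and Scarb1 pass in HFD MTX50 vs HFD and Acat2, Cyp8b1, Lcat, Cyp39a1 and Soat1 in LFD MTX50 vs LFD. The article's methods select array genes at a change of 2-fold or more. Elovl2, the second Mlxipl probe, Lcat, Scarb1 and Acat2 lie below that limit, so under its rule they are no disagreement. Cyp8b1, Cyp39a1 and Soat1 lie above it.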

Other observations

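Of the tests of technical explanations in this part, those of the olfactory receptor genes against matched probes, of random genes against Srebf1 and of bright signals for Enho were written down before their results were seen, and the others, with the contrasts between slides and the splits, were chosen only after the result was seen. The list tests, the fits without 1 array and the tests of Fabp4 were planned.

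Other splits of the arrays into groups of the same sizes were tried on probes with a value on every array. For HFD vs LFD, 1 of 35 splits, the real one, gave as many genes as observed (693), and no other split gave any. For LFD MTX50 vs LFD it was 1 of 100 splits (1105 genes; the highest other gave 297, a split that follows the slides). For HFD MTX50 vs HFD it was 3 of 100 (234 genes; highest other 281, while a split by slide gave none). For the union, the difference between treatment effects and the genes lower then higher it was 1 of 100 each (1668, 6198 and 638 genes; highest other 371 and 928, and none for the last). Chance can be excluded as the sole source of the counts for the single comparisons and their union at a share under 0.05. That says nothing about slides in comparisons with LFD. For the difference between treatment effects and the genes lower then higher, the labels of all groups were shuffled together. Such splits also remove any effect of diet or drug, so they do not exclude chance for these counts once such effects exist.

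Arrays of 1 group on different slides also differed. HFD arrays on 2 slides (2 against 2) differed in 1 gene and HFD MTX50 arrays (3 against 2) in 224, where slides also hold different mice. HFD arrays of the slide without treated mice differed from LFD in 92 genes and those of the shared slide in 1380. Restricted to the shared slide, HFD MTX50 vs HFD had 460 genes in a model that takes its variance from all arrays, and between the unshared slides limma gave 0 (427 at an unadjusted p below 0.05). Over 35735 probes these 2 estimates correlated at 0.484 and 73.7% had the same sign.

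Dim probes moved between groups. Of 5 brightness classes of 7147 probes, the dimmest had a median difference of 0.41 in HFD vs LFD, −0.18 in HFD MTX50 vs HFD and 0.47 in LFD MTX50 vs LFD, and the brightest −0.17, 0.10 and −0.06. In HFD vs LFD 51.2% of the probes called lay in the dimmest class. HFD arrays of 2 slides differed by a median of 0.193 in that class, so a shift of dim probes between slides is a candidate explanation for the excess of higher genes in HFD vs LFD, and it cannot be told apart from an effect of diet because the LFD arrays have a slide of their own.

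Olfactory receptor genes (867 probes, 822 genes, 40.5% of the probes in the dimmest class) had a median of 0.457 in HFD vs LFD, with 51 genes higher and 1 lower. In 1000 draws of probes matched on brightness the highest median was 0.299, which argues against a shift of all dim probes as the whole cause. A shift between slides that is specific to these probes stays open, since HFD arrays of 2 slides differed by 0.204 on them against 0.164 in the highest draw. Vomeronasal receptors (0.42) and keratin-associated proteins (0.333) had medians on the same side. Under quantile normalization and scaling to the bright probes the olfactory median stayed above 0 (0.258 and 0.362), as it did for vomeronasal receptors (0.224 and 0.325) and keratin-associated proteins (0.282 and 0.238). For LFD MTX50 vs LFD the vomeronasal median was 0.25 and turned to −0.005 under quantile normalization, so no direction is given there.

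Lipogenic genes spread widely between treated arrays. The SD of their mean was 1.4 among the 4 LFD MTX50 arrays on 1 slide (1.401), which argues against slide as the cause of the spread, and 0.889 among the HFD MTX50 arrays on the slide of 3. Whether feeding state or drug effect varied between these mice was not tested. Srebf1 varied with them within groups and slides (r 0.76 over 9 arrays, exact permutation p 0.035, adjusted 0.070; 0.359 without the 2 farthest arrays), and 5.23% of 2428 genes of the same brightness had as high a correlation. Their median correlation was −0.043, which shows no level shared by all of them, although scaling each array would remove much of such a level. A level shared by part of the genes of an array cannot be told apart from a link to Srebf1.

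Enho changed less on its brightest probe than on its second, with shares of 0.244 and 0.218 of the second probe's change in HFD and LFD mice. Compression of bright signals would make such shares more common on bright probes than on others. Genes with 2 probes and a called second probe were compared. In LFD MTX50 vs LFD their median share was 0.408 on the brightest genes and 0.269 on the others. For HFD MTX50 vs HFD the shares were 0.713 and 0.154. These medians argue against compression as a general feature of bright probes. Shares as low as that of Enho were found on 25 of 59 brightest genes in LFD MTX50 vs LFD (103 of 230 in all). In HFD MTX50 vs HFD they were found on 4 of 12 (27 of 49 in all). Compression of the Enho probe alone therefore stays open. Whether the probes read different transcripts was not tested.

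Of the lists that were not called, medians in HFD vs LFD were 0.64 for female-biased genes (camera adjusted p 0.075), −0.03 for acute phase (0.55, mean 0.12), 0.36 for neutrophil (0.58), −0.06 for erythroid (0.86), 0.13 for p53 targets (0.82, the test pointing lower), 0.38 for cell cycle (0.12), 0.22 for circadian clock (0.86, the test pointing lower, 11 genes past the p adjusted over the list alone), 0.27 for PPARα targets (0.58), −0.08 for folate (0.55, mean 0.03) and 0.05 for mitochondrial uncoupling (0.96, the test pointing lower). In HFD MTX50 vs HFD they were −0.31 for male-biased genes (0.051), 0.11 for female-biased genes (0.89, mean slightly below 0), 0.08 for p53 targets (0.24), 0.17 for cell cycle (0.35), 0.08 for circadian clock (0.85), −0.17 for PPARα targets (0.41) and −0.06 for mitochondrial uncoupling (0.94, the test pointing higher); on the shared slide these medians were −0.72 (0 of 19 higher), 0.021, 0.274, −0.061, 0.096, 0.179 and 0.144 in the same order. For LFD MTX50 vs LFD they were 0.65 for neutrophil (0.25), −0.09 for p53 targets (0.42, mean 0.07), 0.16 for cell cycle (0.96), 0.03 for circadian clock (0.74, the test pointing lower, 10 genes past the p adjusted over the list alone) and 0.30 for mitochondrial uncoupling (0.96). Leaving out 1 array changed 3 of these results: the female-biased list in HFD vs LFD passed without HFD mouse 4 (0.047), the neutrophil list in LFD MTX50 vs LFD without HFD MTX50 mouse 5 (0.026), and the male-biased list in HFD MTX50 vs HFD without LFD mouse 3 (0.049), LFD MTX50 mouse 5 (0.028), HFD mouse 3 (0.0051) or HFD MTX50 mouse 3 (0.019), 4 (0.016) or 5 (0.0039), while without HFD MTX50 mouse 1 its median was −0.014 (0.478). Most genes of these lists had a probe well above background on at least 4 arrays. These were 18 of 20 female-biased, 10 of 12 erythroid, 22 of 24 cell cycle and 9 of 10 uncoupling genes. Each gene of the p53, circadian, PPARα, acute phase, neutrophil and folate lists had such a probe. The missing female-biased and uncoupling genes were not matched to the array rather than dim, and 11 of the 12 erythroid genes were matched.

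Fabp4, which the article stains in adipocytes differentiated in culture, did not pass in liver in any of the 3 comparisons (1.01, adjusted p 0.129; −0.45, 0.531; 0.49, 0.439).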
